# Forced expression of miR-143 and -145 in cardiomyocytes induces cardiomyopathy with a reductive redox shift

**DOI:** 10.1186/s11658-020-00232-x

**Published:** 2020-08-24

**Authors:** Kota Ogawa, Akiko Noda, Jun Ueda, Takehiro Ogata, Rumiko Matsuyama, Yuji Nishizawa, Shanlou Qiao, Satoru Iwata, Morihiro Ito, Yoshitaka Fujihara, Masatoshi Ichihara, Koichi Adachi, Yuji Takaoka, Takashi Iwamoto

**Keywords:** Reductive stress, microRNA, Cardiomyopathy, G6PD, p62/SQSTM1, JNK, IRE1α

## Abstract

**Background:**

Animal model studies show that reductive stress is involved in cardiomyopathy and myopathy, but the exact physiological relevance remains unknown. In addition, the microRNAs miR-143 and miR-145 have been shown to be upregulated in cardiac diseases, but the underlying mechanisms associated with these regulators have yet to be explored.

**Methods:**

We developed transgenic mouse lines expressing exogenous miR-143 and miR-145 under the control of the alpha-myosin heavy chain (αMHC) promoter/enhancer.

**Results:**

The two transgenic lines showed dilated cardiomyopathy-like characteristics and early lethality with markedly increased expression of miR-143. The expression of hexokinase 2 (HK2), a cardioprotective gene that is a target of miR-143, was strongly suppressed in the transgenic hearts, but the in vitro HK activity and adenosine triphosphate (ATP) content were comparable to those observed in wild-type mice. In addition, transgenic complementation of HK2 expression did not reduce mortality rates. Although HK2 is crucial for the pentose phosphate pathway (PPP) and glycolysis, the ratio of reduced glutathione (GSH) to oxidized glutathione (GSSG) was unexpectedly higher in the hearts of transgenic mice. The expression of gamma-glutamylcysteine synthetase heavy subunit (γ-GCSc) and the in vitro activity of glutathione reductase (GR) were also higher, suggesting that the recycling of GSH and its de novo biosynthesis were augmented in transgenic hearts. Furthermore, the expression levels of glucose-6-phosphate dehydrogenase (G6PD, a rate-limiting enzyme for the PPP) and p62/SQSTM1 (a potent inducer of glycolysis and glutathione production) were elevated, while p62/SQSTM1 was upregulated at the mRNA level rather than as a result of autophagy inhibition. Consistent with this observation, nuclear factor erythroid-2 related factor 2 (Nrf2), Jun N-terminal kinase (JNK) and inositol-requiring enzyme 1 alpha (IRE1α) were activated, all of which are known to induce p62/SQSTM1 expression.

**Conclusions:**

Overexpression of miR-143 and miR-145 leads to a unique dilated cardiomyopathy phenotype with a reductive redox shift despite marked downregulation of HK2 expression. Reductive stress may be involved in a wider range of cardiomyopathies than previously thought.

## Introduction

The microRNAs miR-143 and miR-145 are located approximately 1.7 kb apart on a bicistronic primary transcript and are strongly co-expressed in smooth muscle cells [1–3]. Their expression is lower in cardiac cells [1], but recent studies have shown that they are both involved in cardiac development and pathophysiology [4–6]. Matkovich et al. demonstrated that miR-143 levels are higher in myocardial samples from patients with cardiomyopathy [4]. In addition, circulating miR-143 levels were found to be significantly higher in the serum of children with dilated cardiomyopathy [7] and miR-145 levels were reportedly higher in the plasma of lamin A/C-related dilated cardiomyopathy patients [8].

We investigated whether the dysregulation of miR-143 and miR-145 is involved in the pathogeneses of cardiac disorders. Using the alpha-myosin heavy chain (αMHC) promoter/enhancer, we developed three lines of transgenic mice that overexpressed both miRNAs, although the levels of miR-143 were significantly higher than those of miR-145. The mice in two of the lines exhibited cardiomyopathy and died at an early age.

The mortality and morbidity of our transgenic mice significantly correlated with the miR-143 expression level. We examined the expressions of miR-143 targets that are known to be involved in cardiomyopathy or cardiac remodeling and observed that hexokinase 2 (HK2) expression was drastically lower in the transgenic hearts.

The miR-143 target HK2 [9] is a glycolytic rate-limiting enzyme that phosphorylates glucose to produce glucose-6-phosphate (G6P). Increasing evidence indicates that it plays a significant role in cardiac function [10–13]. Although the expression of HK2 was drastically suppressed in our transgenic mice, the results of an in vitro HK assay indicated a lack of significant suppression of HK activity. Consistent with this observation, forced expression of the *HK2* gene in the transgenic hearts did not improve mouse survival.

In addition to participating in glycolysis, HK2 plays a crucial role in the pentose phosphate pathway (PPP) [10]. A previous study on heterozygous HK2-deficient mice revealed that downregulation of HK2 expression in the heart promotes cardiac hypertrophy in response to pressure overload by increasing reactive oxygen species (ROS) production [12]. Nevertheless, glutathione production and the ratio of reduced glutathione (GSH) to oxidized disulfide glutathione (GSSG) unexpectedly increased in the hearts of transgenic mice compared with those of control mice in our study.

A shift in the redox state towards oxidative stress is recognized as a leading cause of pathophysiological processes [14]. However, the participation of reductive stress in human disorders and animal disease models was also recently demonstrated [14–17]. Animal cardiomyopathy and myopathy model studies particularly highlighted an association of reductive stress with an aggregation of mutant proteins [18, 19]. These studies have demonstrated the essential roles of G6P dehydrogenase (G6PD), a rate-limiting enzyme for the PPP, and p62, which has recently been shown to induce glutathione production and glycolysis [20, 21], in the pathogeneses of cardiomyopathy and myopathy. Interestingly, the expressions of both molecules were higher in transgenic mice in our study. Although we do not indicate here that reductive stress is the actual cause of cardiomyopathy, our data suggest the involvement of a reductive redox shift in its development.

p62, also referred to as SQSTM1, is an autophagy cargo receptor for the degradation of ubiquitinated substrates that can accumulate upon inhibition of autophagy [22, 23]. It is transcriptionally activated by a variety of signaling processes. For example, activation of Jun N-terminal kinase (JNK) was shown to induce p62 mRNA expression [24, 25]. In addition, two groups recently reported that inositol-requiring enzyme 1 alpha (IRE1α)/JNK signaling associated with endoplasmic reticulum (ER) stress augments p62 expression [26, 27].

Nuclear factor erythroid-2 related factor 2 (Nrf2) is a master transcriptional regulator that controls the basal and inducible expression of a number of antioxidant genes and other cytoprotective phase II detoxifying enzymes [28]. Nrf2 has also been shown to upregulate the expression of p62 [29]. Notably, phosphorylation of p62 dramatically enhances the binding affinity of p62 for Keap1, thereby playing an important role in the stabilization of the Nrf2 protein [30]. Here, Nrf2 expression and JNK, IRE1α and p62 phosphorylation were observed to be enhanced in the hearts of transgenic mice, suggesting that the JNK/IRE1α/p62/Nrf2 signaling cascade is involved in the reductive state.

## Materials and methods

### Plasmid DNA construction

To construct the plasmid DNA for the transgenic αMHC/miR-143/145TG and αMHC/miR-145TG mice, ~ 650- and ~ 300-base pair (bp) fragments containing the human pri-miR-143 and pri-miR-145 genes or the human pri-miR-145 gene alone were separately subcloned into the *Sal*I and *Hind*III sites of the αMHC promoter/enhancer vector [31]. To construct the plasmid DNA for αMHC/HK2TG mice, the full-length human HK2 cDNA fragment from FLHKII-pGFPN3 (#21920; Addgene, USA) [32] was subcloned into the *Sal*I and *Hind*III sites of the αMHC promoter/enhancer vector. Subsequently, *Bam*HI-*Bam*HI fragments of αMHC/miR-143/145TG, αMHC/miR-145TG and αMHC/HK2TG mice were purified from agarose gels with ELUTIP-D (#10462617; GE Healthcare, USA), and injected into mouse oocytes (Fig. 1a).

**Fig. 1:**
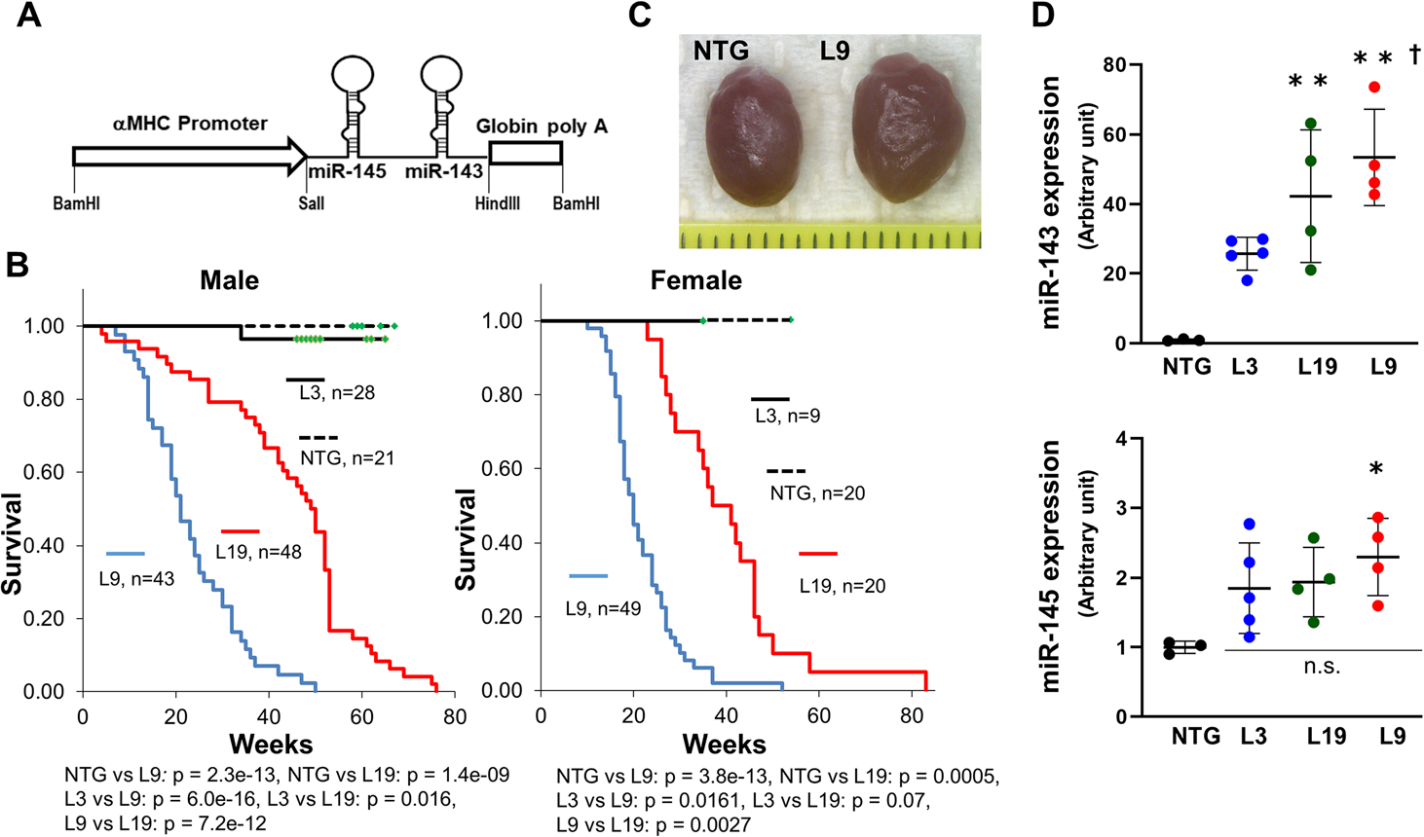
Establishment of αMHC/miR-143/145TG mice. **a** Structure of the injected fragment. An approximately 6.7-kb *Bam*HI fragment containing the pri-miR-145 and pri-miR-143 genes was used. **b** Kaplan-Meier survival analysis of αMHC/miR-143/145TG mice. Data were analyzed using a log-rank test followed by a post hoc Holm test. Green squares = censored. **c** Hearts from representative 5-month old male NTG and L9 mice. The scale bar is 1 mm. **d** Quantitative RT-PCR analysis of miR-143 and miR-145 in the hearts of 3-month old male αMHC/miR-143/145TG mice. The results are presented as the means ± SD with scattered blots. Significance was assessed with one-way ANOVA followed by a post hoc Tukey test (*n* = 3 ~ 5. *p < 0.05 vs. NTG; **p < 0.01 vs. NTG; ^**†**^*p* < 0.05 vs. L3). Similar results were obtained in at least two independent experiments

### Animal experiments

The mice were housed in an environment with constant temperature (22 ± 2 °C) and humidity (50 ± 10%). They had a 12 h light/12 h dark cycle and free access to water and food.

To establish the transgenic mice (αMHC/miR-143/145TG, αMHC/miR-145TG and αMHC/HK2TG), B6D2F1 females (C57BL/6 N female × DBA/2 male) were mated with B6D2F1 males the night before egg injection. The eggs were prepared for injection as described previously [33] and implanted into the oviducts of the pseudo-pregnant ICR mice the next day. All surgeries were performed under anesthesia by intraperitoneal injection of a mixture of three drugs: 0.75 mg/kg medetomidine (Nippon Zenyaku Kogyo, Japan), 4 mg/kg midazolam (Sandoz, USA), and 5 mg/kg butorphanol (Meiji Seika Pharma, Japan). The transgenic progeny were backcrossed to C57BL/6 J mice at least four times before the experiments. Primers for checking transgene transmission are shown in Additional file 1. For the echocardiography, mice were anesthetized with 1.5% isoflurane (Escain; Mylan, USA) through a Narcobit-E inhalation anesthesia apparatus (Natsume Seisakusho, Japan).

For αMHC/miR-145TG mice, the injections were performed at the Research Center for Molecular Genetics, Institute for Promotion of Medical Science Research, Yamagata University Faculty of Medicine. The injection for αMHC/HK2TG were done at the Research Institute for Microbial Diseases, Osaka University. All other animal experiments were performed at the Center for Education in Laboratory Animal Research, Chubu University.

### Western analysis

The heart tissue was frozen in liquid nitrogen. It was homogenized using a TissueLyser (Qiagen, Germany) at 1500 rpm for 2 min in cold RIPA buffer, which consisted of 10 mM Tris-HCl (pH 7.4), 150 mM NaCl, 5 mM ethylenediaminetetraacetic acid (EDTA), 1% Triton-X, 0.1% sodium dodecyl sulfate and 1% sodium deoxycholate, together with 1 mM benzylsulfonyl fluoride, 0.01 M NaF, 2 mM sodium orthovanadate and a protease inhibitor cocktail (#25955–24; Nacalai Tesque, Japan). After centrifugation at 12,000×g and 4 °C for 15 min, the protein concentration of the supernatant was determined with a Pierce® BCA Protein Assay kit (#23227; Thermo Fisher Scientific, USA).

Then, protein samples were incubated in 1× Laemmli Sample Buffer (#1610737; Bio-Rad Laboratories, USA) with 0.358 M mercaptoethanol at 98 °C for 10 min and sonicated with a SONIFIER 250 (Branson Ultrasonics Corporation, USA). Subsequently, 25–50 μg of protein was electrophoresed on SDS-polyacrylamide gels and transferred to a PVDF membrane (Immobilon-P®; Merck Millipore, USA). The membrane was blocked with 5% skim milk in phosphate-buffered saline (PBS) solution with 0.05% Tween 20 at 37 °C for 30 min, incubated with the various antibodies according to the manufacturers’ instructions, and visualized using Pierce™ ECL Western Blotting Substrate (#32106; Thermo Fisher Scientific, USA). The membrane was analyzed with FUSION-SOLO.4S (Vilber Lourmat, France), densitometric analysis was performed with Fusion Capture, and GAPDH was used for normalization. The Y axes of the densitometric analysis graphs present the ratio as an arbitrary unit. The antibodies are shown in Additional file 2.

### Quantitative reverse transcription PCR

Heart tissue in TRI Reagent® (#TR118; Molecular Research Center, USA) was homogenized using a TissueLyser (Qiagen, Germany) at 1500 rpm for 2 min, and total RNA was extracted according to the manufacturer’s instructions. Standard quantitative reverse transcription PCR (RT-PCR) was performed with SYBR Green as the dye. Briefly, one μg of total RNA was used for reverse transcription with PrimeScript™ RT Master Mix (#RR036A; Takara Bio, Japan), after which quantitative PCR was performed using KOD SYBR® qPCR Mix (#QKD-201; Toyobo, Japan) on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad Laboratories, USA). All values were corrected by each calibration curve, and the relative expression level was measured with the ΔΔCt method using the *Ywhaz* gene for normalization. Primers for quantitative RT-PCR are shown in Additional file 1.

To assess the expression of mature miR-143 and miR-145, reverse transcription was performed with a Taqman® MicroRNA Reverse Transcription kit (#4366597; Thermo Fisher Scientific, USA), and quantitative PCR was performed with Premix EX Taq™ (#RR390A; Takara Bio, Japan) using Taqman® MicroRNA Assays (#4427975; Thermo Fisher Scientific, USA). The primers used were hsa-miR-143 (P/N: 002249) and hsa-miR-145 (P/N: 002278), and snoRNA202 (P/N: 001232; all from Thermo Fisher Scientific, USA) was used for normalization.

### Hexokinase assay

Hexokinase activity™ was calculated with a Colorimetric Hexokinase Activity Assay kit (#ab136957; Abcam, UK) according to the manufacturer’s instructions. Briefly, the heart tissue was frozen in liquid nitrogen, mixed with cold assay buffer and then homogenized using a TissueLyser (Qiagen, Germany) at 1500 rpm for 1 min. The samples were centrifuged at 4 °C for 5 min at 12,000×g, and the supernatant was diluted 100-fold with assay buffer. Then, the samples were analyzed via absorption spectrophotometry using a Sunrise™ spectrophotometer (Tecan Group, Switzerland), with the absorbance at 450 nm recorded every 3 min for 30 min in kinetic mode. The values were corrected with protein concentration.

### ATP assay

The content of adenosine triphosphate (ATP) was calculated with an AMERIC-ATP (T) kit (#632–23,881; FUJIFILM Wako Pure Chemical Corporation, Japan) according to the manufacturer’s instructions. Briefly, the heart tissue was frozen in liquid nitrogen, mixed with cold extraction buffer A and then homogenized using a TissueLyser (Qiagen, Germany) at 1500 rpm for 2 min. After the addition of extraction buffer B, the samples were vortexed and then centrifuged at 4 °C for 5 min at 10,000×g. Then, the supernatant was diluted 2000-fold with reaction buffer, mixed with luciferase reaction mixture, and analyzed using a Luminometer (Lumat LB 9507; Berthold Technologies, Germany). The values were corrected with the tissue wet weight.

### TBARS assay

Ethanol with 5% 2,6-di-t-butyl-p-cresol (BHT, #11421–92; Nacalai Tesque, Japan) was diluted with PBS to generate a lysis buffer containing 0.05% BHT. The heart tissue was frozen via liquid nitrogen, mixed with cold lysis buffer (10 μl/mg), and then homogenized using a TissueLyser (Qiagen, Germany) at 1500 rpm for 1 min. After centrifugation at 12,000×g at 4 °C for 5 min, 50 μl of supernatant was collected, the same amount of 1.8% SDS solution was added and the mixture was vortexed and allowed to stand for 5 min. Subsequently, 125 μl of a 2-thiobarbituric acid (TBA, #T5500; Sigma-Aldrich, USA) solution (2.5 ml of 21% acetic acid, 272 μl of 5 M NaOH, 250 μl of distilled water) was added, and the resulting solution was vortexed, incubated at 95 °C for 50 min, stored on ice for 5 min, and then centrifuged at 3000 rpm at room temperature for 15 min. The supernatant was then analyzed via absorption spectrophotometry with an Ultrospec 3100 pro (GE Healthcare, USA), and the absorbance at 532 nm was recorded. 1,1,3,3-tetramethoxypropane (MDA, # 206–08962; FUJIFILM Wako Pure Chemical Corporation, Japan) was used as a standard. The values of the samples were corrected with the protein concentrations.

### GSH/GSSG assay

The assay was performed using a GSSG/GSH Quantification kit (#G257; DOJINDO Laboratories, Japan) according to the manufacturer’s instructions. Briefly, the heart tissue was frozen in liquid nitrogen, mixed with cold lysis buffer (5% 5-sulfosalicylic acid dihydrate: #197–04582; FUJIFILM Wako Pure Chemical Corporation, Japan), and then homogenized using a TissueLyser (Qiagen, Germany) at 1500 rpm for 2 min. After centrifugation at 8000×g at 4 °C for 10 min, the supernatant was collected and analyzed by measuring the absorbance at 405 nm with a Sunrise™ spectrophotometer (Tecan Group, Switzerland), and the values were corrected with the tissue wet weight.

### Reduced nicotinamide adenine dinucleotide phosphate (NADPH)/NADP^+^ assay

The contents of NADPH and NADP^+^ were calculated with a NADP^+^/NADPH Assay kit (#MET-5018; Cell Biolabs, USA) with slight modification. Briefly, the heart tissue was frozen in liquid nitrogen, mixed with cold 1× extraction buffer, and then homogenized using a TissueLyser (Qiagen, Germany) at 1500 rpm for 2 min. After centrifugation at 15,000 rpm and 4 °C for 5 min, the supernatant was filtered with a 10 kDa spin filter (#OD010C33; Pall Corporation, USA). To measure NADPH and NADP^+^ contents, 25 μl of the flow through was mixed with 5 μl of 0.1 N NaOH and 0.1 N HCl, respectively, and then incubated at 80 °C for 1 h. After the addition of 20 μl of 1× assay buffer, the samples were mixed with 50 μl of working solution (#N510; DOJINDO Laboratories, Japan) and then analyzed. The absorbance of the samples at 450 nm was recorded with a Sunrise™ spectrophotometer (Tecan Group, Switzerland), and the values were corrected with the tissue wet weight.

### Glutathione reductase assay

Glutathione reductase (GR) activity was determined with a Glutathione Reductase Assay kit (#STA-812; Cell Biolabs, USA) according to the manufacturer’s instructions. Briefly, the heart tissue was frozen in liquid nitrogen, mixed with cold PBS/1 mM EDTA and then homogenized using a TissueLyser (Qiagen, Germany) at 1500 rpm for 2 min. After centrifugation at 15,000 rpm at 4 °C for 5 min, the supernatant was diluted 20-fold with 1× assay buffer, then mixed with 1× NADPH solution, 1× Chromogen and GSSG solution. After brief mixing, the samples were analyzed via absorption spectrophotometry using a Sunrise™ spectrophotometer (Tecan Group, Switzerland) with the absorbance at 405 nm recorded every 1 min for 12 min in kinetic mode. The values were corrected with the tissue wet weight.

### Echocardiography

Mice were imaged using a Xario instrument with a 12-MHz linear probe (PLT-1202S; Canon Medical Systems, Japan), and ECG monitoring was performed using limb electrodes. Interventricular septal thickness (IVST), LV posterior wall thickness (LVPWT), and LV end-diastolic and end-systolic diameters (LVDd and LVDs) were obtained from a short-axis view. Percent LV fractional shortening (%LVFS) was calculated as an index of LV systolic function, and LV mass was measured to assess LV hypertrophy.

### cDNA microarray analysis

Total RNA of 3-month old L9, L19 and control NTG hearts was extracted with TRI Reagent® and then assayed with a Toray 3D-Gene Mouse Oligo chip 24 (Toray Industries, Japan). Briefly, total RNA was labeled with Cy5 or Cy3 using an Amino Allyl MessageAMP II aRNA Amplification kit (#AM1753; Thermo Fisher Scientific, USA). The Cy5- or Cy3-labeled aRNA pools were mixed with hybridization buffer and hybridized for 16 h according to the manufacturer’s protocols (www.3d-gene.com). The hybridization signals were obtained using a 3D-Gene Scanner and processed with 3D-Gene Extraction software (Toray Industries, Japan). The detected signals for each gene were normalized using the global normalization method (Cy3 to Cy5 ratio median = 1). Differential gene expression was determined based on a fold change cutoff of > 1.5 compared to the average for the NTG control mice. A heatmap was generated using Java Tree View (http://jtreeview.sourceforge.net). Genes that were differentially expressed at least 1.5-fold in L9 and L19 mice compared to the NTG control were identified and ontologically classified using Ingenuity Pathway Analysis (Qiagen Bioinformatics, USA). Significant associations with the functional categories were identified using Fisher’s exact test with a *p*-value cutoff of 0.05.

### Statistical analysis

Two-tailed unpaired t-tests, Fisher’s exact tests or one-way analysis of variance (ANOVA) followed by post hoc Tukey’s multiple comparison tests were performed as described in the figure legends. Kaplan*-*Meier survival was evaluated with log-rank test followed by Holm’s adjustment. All statistical analyses were carried out using EZR [34]. The results are presented as the means ± standard deviation (SD). *p* < 0.05 was considered statistically significant.

## Results

### Establishment of αMHC/miR-143/145TG mice

To express miR-143 and miR-145 simultaneously in cardiomyocytes, we established the 3 lines of transgenic mice (αMHC/miR-143/145TG mice: L3, L9, and L19). The L9 and L19 mice died significantly earlier than their non-transgenic (NTG) littermates (Fig. 1b). The L9 mice showed gradual cardiac enlargement followed by death starting at an approximate age of 8 weeks (Fig. 1c). Of the 28 male and 9 female L3 mice, only one male died during the 34 weeks of observation.

We examined the expression of miR-143 and miR-145 in the transgenic hearts via quantitative RT-PCR analysis. The expression of miR-143 in L9 hearts was over 40 times higher than that observed in NTG hearts and approximately 2 times higher than that detected in L3 hearts (Fig. 1d). By contrast, the expression of miR-145 in transgenic hearts was only approximately 2 times higher than that detected in NTG hearts, with no significant differences observed among the three transgenic lines (Fig. 1d). These findings indicate that mortality is closely associated with the expression level of miR-143. As no clear difference in mortality between male and female mice was observed, we focused our investigation on male L9 mice.

### Dilated cardiomyopathy-like features occur in αMHC/miR-143/145TG mice

Macroscopic examination revealed enlargement of the left ventricular cavity in 4-month old L9 and L19 mice (Fig. 2a). The hearts of these mice were marginally heavier than those of the NTG and L3 mice (Fig. 2b). However, the hearts of the L3 mice became enlarged after the age of 6 months, and severe enlargement of the left ventricle was observed in the heart of the L3 mouse that died (Additional file 3). The smaller increase in miR-143 expression observed in L3 mice may have delayed the onset of cardiac remodeling in these mice, although observation over a longer period is required to assess this possibility.

**Fig. 2:**
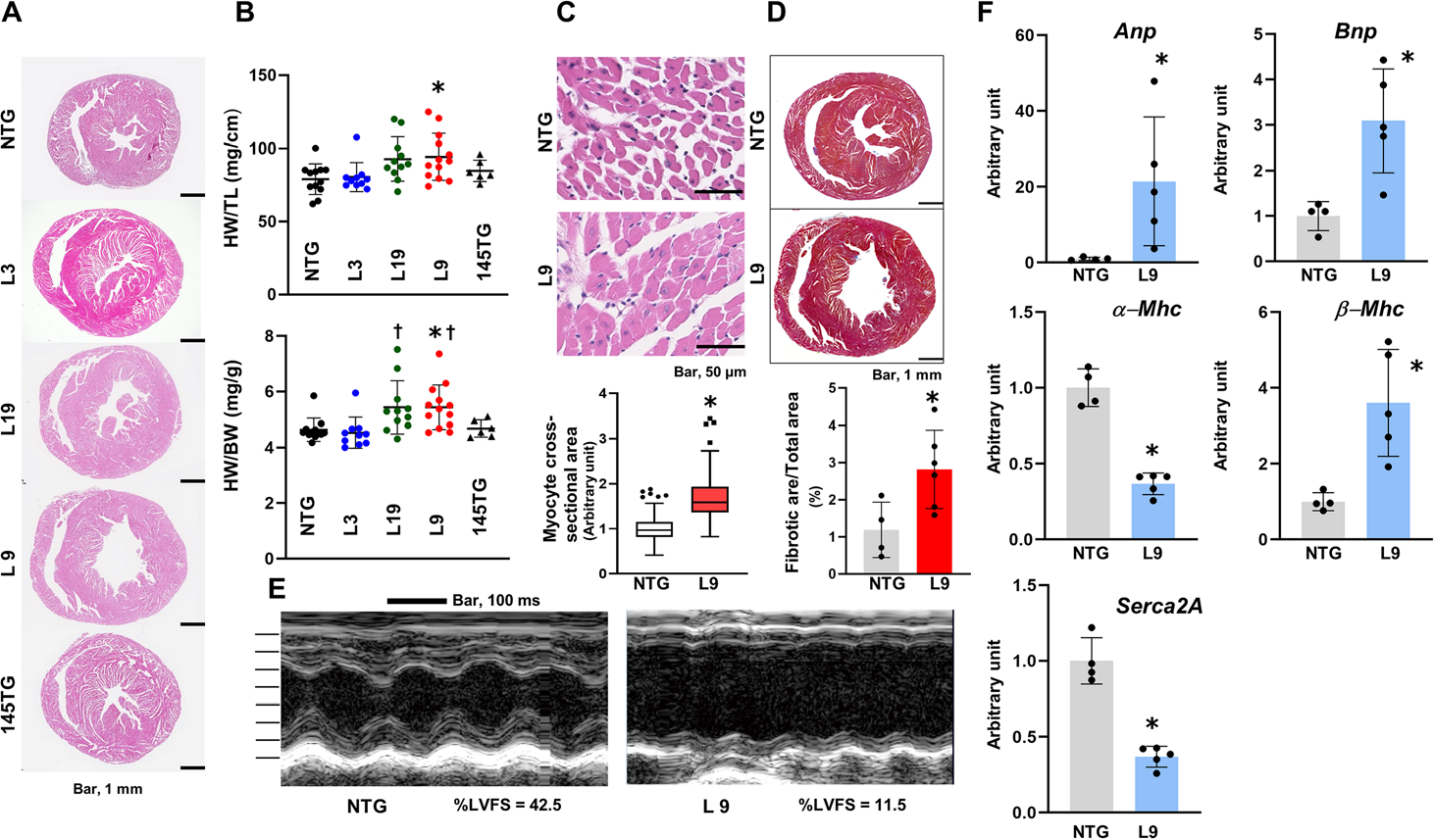
Characterization of the hearts in αMHC/miR-143/145TG and αMHC/miR-145TG mice. **a** Macroscopic histological analysis of hematoxylin & eosin-stained hearts of 4-month old male αMHC/miR-143/145TG and αMHC/miR-145 TG mice. **b** Heart weight corrected for tibia length (upper panel) or body weight (lower panel) of male αMHC/miR-143/145TG and αMHC/miR-145TG mice. The results are presented as the means ± SD with scattered blots. Significance was assessed with one-way ANOVA followed by a post hoc Tukey test (*n* = 6 ~ 13; *p < 0.05 vs. NTG, ^**†**^*p* < 0.05 vs. L3). **c** Microscopic histological analysis of hematoxylin & eosin-stained hearts of 4-month old male L9 mice. The lower panel shows the quantitative analysis of the myocyte cross-sectional area. We analyzed 316 cardiomyocytes of four L9 mice at 4 months of age and 292 cardiomyocytes of three NTG mice. Data are presented as box and whisker plots with the Tukey method and unpaired *t*-test applied (*p < 0.05 vs. NTG). **d** Macroscopic histological analysis of Masson-trichrome-stained hearts of 4-month old male L9 mice. The lower panel shows the quantitative analysis for the fibrotic area. The results are presented as the means ± SD with the unpaired *t*-test applied to determine significance (*n* = 4 ~ 6; *p < 0.05 vs. NTG). **e** Representative M-mode echocardiography of a 3-month old male L9 mouse. The interval of each scale bar of the Y-axis is 1 mm. %LVFS: percentage left ventricular fractional shortening. **f** Quantitative RT-PCR analysis of molecules correlating with cardiac remolding of 3-month old male L9 mice. The results are presented as the means ± SD with the unpaired *t*-test applied to determine significance (*n* = 4 ~ 5; *P < 0.05 vs. NTG). Similar results were obtained in at least two independent experiments

We then evaluated the myocyte cross-sectional areas of the L9 hearts and observed that they were 1.7 times larger than those of the NTG hearts, suggesting hypertrophic growth of individual transgenic cardiomyocytes (Fig. 2c). Macroscopic Masson’s trichrome staining results showed that fibrosis was 2.8 times more severe in the hearts of L9 mice than in those of NTG mice (Fig. 2d).

Next, we performed an echocardiographic analysis of the L9 mice. The left ventricular wall motion showed diffuse hypokinesis, and the left ventricular cavity was severely enlarged in the L9 hearts (Fig. 2e). As summarized in Table 1, the left ventricular internal dimensions at both diastole and systole were significantly greater in the L9 hearts than in the NTG hearts, and the increases in these parameters were associated with reductions in posterior wall thickness and interventricular septal thickness. In addition, the percentage of left ventricular fractional shortening (%LVFS), a measure of systolic function, was observed to be greatly reduced in the L9 hearts (Table 1).

**Table 1:** Echocardiographic data for αMHC/miR-143/145TG (L9) mice

	NTG	L9
BW (g)	30.41 ± 1.06	30.04 ± 1.01
HW (mg)	155.33 ± 11.71	156.88 ± 15.96
IVST (mm)	0.62 ± 0.06	0.59 ± 0.06
LVPWT (mm)	0.62 ± 0.16	0.51 ± 0.10*
LVIDd (mm)	3.99 ± 0.24	5.10 ± 0.38**
LVIDs (mm)	2.38 ± 0.28	4.08 ± 0.57**
%LVFS	40.47 ± 4.71	20.32 ± 7.41**

The echocardiographic parameters of 3-month old male αMHC/miR-143/145TG (L9) mice are shown. Unpaired *t*-tests were used (*n* = 8 ~ 9. *p < 0.05 vs. NTG, **p < 0.01 vs. NTG). The data are presented as the means ± standard deviation (SD). BW: body weight, HW: heart weight, IVST: interventricular septal thickness, LVPWT: left ventricular posterior wall thickness, LVIDd: left ventricular internal dimension at diastole, LVIDs: left ventricular internal dimension at systole, %LVFS: percentage of left ventricular fractional shortening.

Quantitative RT-PCR analysis was performed to examine the expression of molecules involved in heart remodeling. Figure 2f shows that the expressions of atrial natriuretic peptide (*Anp),* brain natriuretic peptide (*Bnp)* and β-myosin heavy chain *(β-Mhc)* were higher in L9 hearts. By contrast, the expressions of *α-Mhc* and sarco-endoplasmic reticulum calcium adenosine triphosphatase-2a (*Serca2A*) were lower. These results are consistent with the external appearances and functioning of the transgenic hearts.

For unknown reasons, the expression of miR-145 was much lower than that of miR-143 in all three transgenic mouse lines. To investigate the effects of high cardiac miR-145 expression, we established a line of transgenic mice with the human pri-miR-145 gene under the control of the αMHC promoter/enhancer. These αMHC/miR-145TG mice exhibited 14.8 times higher miR-145 expression than NTG mice (Additional file 4 A and B). However, the appearances and weights of the hearts of these mice were comparable to those of the NTG mice (Fig. 2a and b). All mice (12 males and 9 females) appeared healthy until they reached an age of 9 months. These observations indicate that the high mortality among αMHC/miR-143/145TG mice was primarily due to miR-143 overexpression.

### Marked downregulation of HK2 expression does not play a pivotal role in cardiac pathogenesis

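Heart RNA from 3-month old L9 and L19 mice was set against heart RNA from NTG mice on 2 cDNA microarrays of the Toray 3D-Gene Mouse Oligo chip 24 design, each read in 2 colours. On each array the NTG RNA was labeled with Cy5 and the transgenic (TG) heart RNA with Cy3. There was 1 array for L9 and 1 for L19, and the dyes were not swapped. The NTG RNA carries one label on both arrays, so it was counted as 1 control sample, and L9 and L19 were taken as 2 replicates of the transgene. The log2 signals of the NTG channels differed between the arrays with an SD of 0.27 over the genes measured, and those of the TG channels, from different mice, with an SD of 0.41.
Each array held 27456 spots, of which 23474 carried a gene probe and 2736 were blank. From the spot intensities the authors' deposited log2 ratios were recovered as follows. In each channel the mean of the blank spots, left after trimming 5% of them at each end, was subtracted, a probe counted as detected when its signal was above that mean plus 2 SD of the same blank spots in both channels, and the ratio of Cy3 to Cy5 was scaled to a median of 1 per array, which is the global normalization of the methods. This gave 18441 probes with a ratio in L9 and 18824 in L19, and all but 1 of them in each line lay within 0.001 of the deposited log2 ratio. Before scaling, the median ratio of Cy3 to Cy5 was 2.02 on the L9 array and 1.83 on the L19 array. A further 2545 probes in L9 and 2492 in L19 were above background only in the NTG channel, and 343 and 260 only in the TG channel. For these probes only a bound on the ratio exists. On the L9 array the detection limit was 20.4 against a blank mean of 19.1 in Cy5, and 91.7 against 85.2 in Cy3. On the L19 array it was 20.5 against 19.1 and 78.5 against 72.6. The Cy5 limit thus lay closer to its blank mean, also after scaling, so these counts do not compare genes lost and gained in the TG hearts.
Probes were named through the platform's gene table, which gives 1 symbol for 16631 of 23473 probes and none for 6842. Where a gene had several probes, the probe with the highest mean signal stood for it. This left 17485 genes or unnamed probes with a ratio in both lines, 12779 of them named genes. All ratios below are TG over NTG. Their mean over L9 and L19 was tested against 0 with limma, with Benjamini-Hochberg adjustment over these 17485. With 1 RNA sample per line and 1 control RNA, the test leaves out the spread between NTG mice and any dye bias. The number of arrays limits the precision.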

To identify the target molecules of miR-143 that are crucial for the pathogenesis of αMHC/miR-143/145TG mice, we performed cDNA microarray analysis of the hearts of 3-month old L9 and L19 mice. 

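Hk2 encodes the hexokinase that is the main isoform of insulin-sensitive tissues. It was at 37.7% ± 0.306 of the NTG level (SD, n = 2 lines), with 37.5% in L9 and 37.9% in L19. Igfbp5, a secreted binding protein of insulin-like growth factors, was at 49.8% ± 9.10 of the NTG level (SD, n = 2 lines), with 56.6% in L9 and 43.7% in L19. Both were above background in every channel. For Hk2 (probe M200000967) the normalized NTG and TG signals were 1282 and 480 on the L9 array and 1417 and 537 on the L19 array, and for Igfbp5 (probe M200000203) they were 55.4 and 31.3 on the L9 array and 59.2 and 25.9 on the L19 array. Hk1, the hexokinase gene expressed in most tissues, had a log2 ratio of 0.33 ± 0.04 (SD, n = 2 lines).
The adjusted p from limma was 0.086 for Hk2 and 0.086 for Igfbp5, and no gene of the array reached an adjusted p below that. With a trend over signal and robust estimation of the spread in limma, the adjusted p was 4.1e-04 for Hk2 and 0.0041 for Igfbp5. After normexp background correction with an offset of 50, under which the ratio follows signal on these arrays, Igfbp5 was at 75.7% of NTG and Hk2 at 54.0%.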

We found that the expressions of HK2 [9, 35, 36] and insulin-like growth factor-binding protein 5 (IGFBP5), a modulator of IGF signaling [37–40], were drastically suppressed compared to the expressions in NTG mice (HK2: 37.5%, IGFBP5: 50.5%; the data were deposited in NCBI GEO under accession number GSE112355). Interestingly, HK2 has been shown to be essential for cardiac function [11–13]. We also analyzed the expressions of extracellular signal-regulated protein kinase 5 (ERK5) [33, 41–44], insulin-like growth factor 1 receptor (IGF1R) [45–48] and oxysterol-binding protein-related protein 8 (ORP8) [49–52], as these molecules have been shown to be targets of miR-143 by at least 4 groups and are involved in cardiomyopathy or cardiac remodeling. In particular, IGF1R has been demonstrated to be a target of both miR-143 and miR-145 [53].

Western analysis showed that HK2 protein levels were drastically lower in αMHC/miR-143/145TG mice than in NTG mice (Fig. 3a, Additional file 5), although the levels of the other assayed proteins were comparable in the L9 and NTG mouse hearts (Additional file 6). In addition, the downregulation of HK2 was 2.7 times greater in L9 hearts than that observed in L3 hearts, and HK2 and miR-143 expression exhibited a certain inverse correlation, indicating that HK2 is a bona fide target of miR-143. We also performed quantitative RT-PCR for *Hk2* mRNA and observed that its expression in L9 hearts was 24% of that detected in NTG hearts (Fig. 3b).

**Fig. 3:**
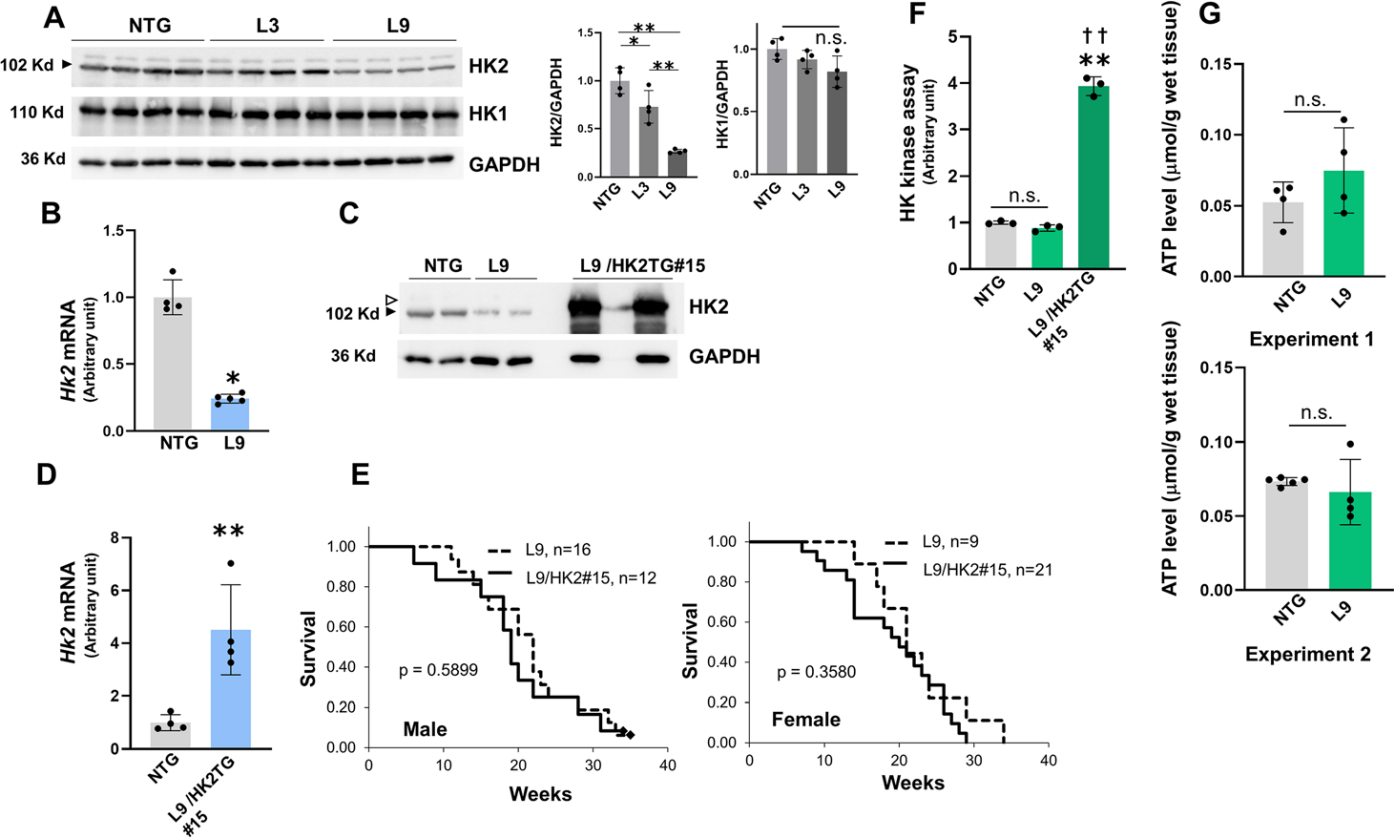
Analysis of HK2 expression, HK activity and ATP content of αMHC/miR-143/145TG (L9) mice and characterization of αMHC/miR-143/145/HK2TG (L9/HK2) mice. **a** Whole cell extracts from the hearts of 3-month old male L3 and L9 mice were examined using the indicated antibodies. The right panels show the relative densitometric analysis of the western blots. The results are presented as the means ± SD. Significance was assessed with one-way ANOVA followed by a post hoc Tukey test (*p < 0.05, **p < 0.01). **b** Quantitative RT-PCR analysis of *Hk2* mRNA in the hearts of 3-month old male L9 mice. The results are presented as the means ± SD with the unpaired *t*-test applied to determine significance (*n* = 4 ~ 5; *p < 0.05 vs. NTG). **c** Western analysis of HK2 in the hearts of 3-month old male L9 and L9/HK2 mice. Whole cell extracts were examined with an anti-HK2 antibody. The white and black arrowheads respectively indicate the transgenic human HK2 and the endogenous mouse HK2. **d** Quantitative RT-PCR analysis of *Hk2* mRNA in the hearts of 3-month old male of L9/HK2 mice. Primers with common binding sites for human and mouse *Hk2* genes were used. The results are presented as the means ± SD with the unpaired *t*-test applied to determine significance (*n* = 4; **p < 0.01 vs. NTG). **e** Kaplan-Meier survival analysis of L9 and L9/HK2 mice. Data were analyzed using log-rank test. **f** Hexokinase assay of the hearts of 3-month old male L9 and L9/HK2 mice. The results are presented as the means ± SD. Significance was assessed with one-way ANOVA followed by a post hoc Tukey test (*n* = 3; **p < 0.01 vs. NTG, ^**††**^*p* < 0.01 vs. L9). **g** ATP content assay in the hearts of 4-week old male L9 mice. The results are presented as the means ± SD with the unpaired *t*-test applied to determine significance (*n* = 4 ~ 5). Experiments 1 and 2 were performed independently. **a–d**, **f** Similar results were obtained in at least two independent experiments

HK1 and HK2 are the primary HK isotypes present in the heart. The expression of HK1 was found to be similar between αMHC/miR-143/145TG and NTG mice (Fig. 3a). Since heterozygous deletion of the *Hk2* gene has been shown to be deleterious for cardiac function [12], we hypothesized that the marked reductions in HK2 protein levels may have been involved in the pathogeneses in these transgenic mice. To elucidate whether *Hk2* gene complementation would attenuate the αMHC/miR-143/145TG phenotype, we established four lines of αMHC/HK2TG mice (#1, #2, #12 and #15) expressing human HK2 in cardiomyocytes (Additional file 7 A). Western analysis revealed that the transgenic human HK2 protein bands were much stronger and slightly larger than the endogenous mouse HK2 bands (Additional file 7 B), in agreement with the results of a previous study [54].

We then crossed αMHC/HK2TG (#1, #2, #15) mice and L9 mice. HK2 was expressed at high levels in the hearts of αMHC/miR-143/145/HK2TG #15 mice (Fig. 3c). We also performed quantitative RT-PCR analysis for *Hk2* mRNA using a pair of primers with sequences common to both the human and mouse *Hk2* genes. *Hk2* mRNA expression in αMHC/miR-143/145/HK2TG mice was approximately 4 times greater than that observed in NTG mice (Fig. 3d). As the HK2 antibody (Additional file 2) used in this study was produced via immunization with human peptides, the considerable difference in protein band intensity between the human transgenic and mouse endogenous HK2 (Fig. 3c) was likely largely due to interspecies differences in antibody affinity towards the HK2 protein.

Notably, the mortality rates of the αMHC/miR-143/145/HK2TG and αMHC/miR-143/145TG mice were similar (Fig. 3e, Additional file 7 C and 7D). Thus, to confirm the activity of transgenic HK2, we performed an in vitro HK assay. The total HK activity in αMHC/miR-143/145TG mice was unexpectedly similar to that observed in NTG mice (Fig. 3f), and this observation is explored in the Discussion section. By contrast, the HK activity in αMHC/miR-143/145/HK2TG mice was approximately 4 times greater than that observed in NTG mice, consistent with the quantitative RT-PCR data for *Hk2* (Fig. 3d).

Next, we examined the ATP content to investigate whether the reduced HK2 protein levels decreased energy production. The ATP content in αMHC/miR-143/145TG hearts was comparable to that observed in NTG hearts (Fig. 3g).

These findings suggest that the striking downregulation of HK2 protein expression would not play a crucial pathogenetic role in αMHC/miR-143/145TG mice.

### Redox balance is shifted towards a reductive state in αMHC/miR-143/145TG mice

To investigate the global changes in mRNA expression in the transgenic mouse hearts, we performed gene ontology (GO) enrichment analysis of cDNA microarray data (Fig. 4a and b). 

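Among the genes measured in all channels, those with the highest ratios in both lines included Wif1, a secreted inhibitor of Wnt signaling, Cilp, a matrix protein, and the natriuretic peptide gene Nppa, and those with the lowest included Kap, Lrtm1, the sarcomeric gene Myot and Egf. The log2 ratio of Wif1 was 3.66 ± 0.41, that of Cilp 3.12 ± 0.63 and that of Nppa 2.82 ± 0.72 (SD, n = 2 lines here and below). Other genes among the 10 highest of those measured were Avp at 3.25 ± 0.42, Vgll2 at 2.81 ± 1.15, Angptl7 at 2.78 ± 0.46 and Mfap4 at 2.61 ± 0.81, and the highest ratio among them, 5.06 ± 0.14, belonged to probe M200003391, which has no gene name here. Genes with only a bound in a line have no place in this order, among them Rxfp1, a relaxin receptor, at 33.3-fold NTG in L9 and at least 15.0-fold in L19, and Dnah8 at least 9.34-fold in L9 and 5.99-fold in L19. At the low end the log2 ratio was -3.94 ± 0.08 for Kap, -3.47 ± 0.46 for Lrtm1, -2.53 ± 0.18 for Meig1, -2.36 ± 0.12 for Myot, -2.35 ± 0.41 for Asb5, -2.27 ± 0.67 for Urah and -2.22 ± 0.09 for Egf. Car3 had a log2 ratio of -3.66 in L9 and -0.94 in L19, so its place among the 10 lowest measured rests on L9. After normexp background correction with an offset of 50 the log2 ratio was 1.77 for M200003391, 2.37 for Wif1, 1.69 for Mfap4, 1.66 for Avp, 1.60 for Cilp, 1.01 for Angptl7 and 0.38 for Vgll2, all nearer 0, but 3.22 for Nppa, further from 0. At the low end it was -2.71 for Lrtm1, -1.54 for Asb5, -1.52 for Kap, -1.38 for Myot, -0.88 for Egf, -0.83 for Meig1, -0.74 for Car3 and -0.60 for Urah.
Among groups of genes listed before the data were examined, the markers of fibroblasts lay above NTG in both lines. Of 12 fibroblast markers, 11 were above NTG in L9 and in L19, and their median log2 ratio of 0.58 was above that of every one of 10000 random lists of the same size matched on signal (adjusted p = 5.2e-04 over 26 lists). With camera the adjusted p was 8.5e-05 with a preset correlation of 0.01, and adjusted p = 0.69 with an estimated correlation. The latter setting rests on 1 residual degree of freedom with 2 arrays, so that hardly any list could pass it. By Fisher's exact test for members past 1.5-fold in either direction, two-sided, the adjusted p was 0.15. Lum, a collagen-binding proteoglycan, had a log2 ratio of 1.13 ± 0.30, Pcolce 0.77 ± 0.18 and Gsn 0.72 ± 0.04. None of the 12 passed limma's adjusted threshold over all genes, 8 were higher when adjusted over the list alone, and 9 were higher over all genes in limma with a trend over signal and robust estimation. Across all 17485 genes and unnamed probes, the ratios of L9 and L19 had a Pearson correlation of 0.63 and a Spearman correlation of 0.61, where simulated unchanged mice sharing 1 control gave 0.50 and 0.46. The simulations took the control to vary as much as a TG mouse, which by itself sets their Pearson correlation near 0.50. The control's own spread was not measured, so the excess cannot be read as an effect of the transgene. Genes are not independent replicates.

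**Figure D1:**
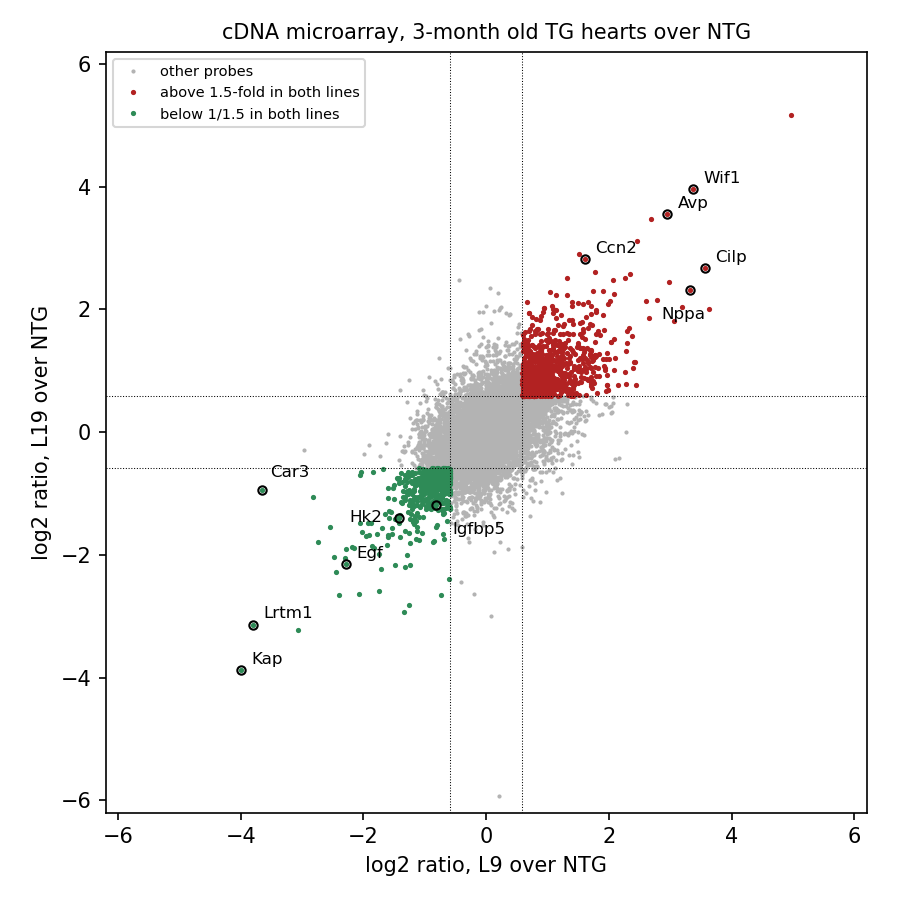
Log2 ratio of L9 over NTG (horizontal) and of L19 over NTG (vertical) for 17485 genes and unnamed probes, 1 point each, with dotted lines at 1.5-fold. Red points (910) lie above 1.5-fold in both lines and green points (530) below 1/1.5 in both. Circles mark genes named in the picture, among them Kap at -4.00 in L9 and -3.88 in L19.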

Intriguingly, genes associated with glucose metabolism and glutathione biosynthesis, processes which deeply involve HK2, were expressed at significantly higher levels in transgenic mouse hearts than in NTG mouse hearts.

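In both lines genes of glycolysis lay on both sides of NTG. Gpi1, which encodes glucose 6-phosphate isomerase, had a log2 ratio of 0.95 ± 0.01 (SD, n = 2 lines, as for each value here), Pgam1, a phosphoglycerate mutase, 1.08 ± 0.19 and Pfkp, a phosphofructokinase, 1.00 ± 0.28, while Fbp2, the muscle fructose bisphosphatase, which catalyzes the step opposite to phosphofructokinase, had -1.33 ± 0.19. Of 16 measured genes of glycolysis, Fbp2 counted among them, 10 were above NTG in both lines, 5 of them over 1.5-fold, and 6 were below NTG in both, 1 of them, Fbp2, under 1/1.5. The genes below NTG included the muscle isoforms Eno3 at -0.58 ± 0.05 and Pfkm at -0.32 ± 0.15, and Aldoa at -0.48 ± 0.02. None passed limma's adjusted threshold over all genes, and 8 higher and 3 lower did when adjusted over the list alone. In limma with a trend over signal and robust estimation, 8 were higher and 4 lower over all genes. The median log2 ratio of the list was 0.35, above 99.9% of 10000 random lists matched on signal (adjusted p = 0.0048 over 26 lists). With camera the list did not pass, at an adjusted p = 0.27 with a preset correlation of 0.01 and an adjusted p = 0.69 with an estimated correlation. By Fisher's exact test for members past 1.5-fold in either direction, two-sided, the adjusted p was 0.0064.
For glutathione synthesis, both subunits of glutamate-cysteine ligase, the rate-limiting enzyme, were above NTG, Gclc at 0.80 ± 0.08 and Gclm at 0.84 ± 0.07. Slc7a11, the cystine transporter subunit, was at -1.03 ± 0.35 from dim spots (-0.32 after normexp), and Ggct, an enzyme of glutathione breakdown, at -0.91 ± 0.44. Of 11 measured genes of glutathione synthesis and cysteine supply, Ggct counted among them, 2 were over 1.5-fold and 3 under 1/1.5 in both lines. This was a larger share of members past the cutoff in either direction than among other genes (Fisher's exact test, two-sided, adjusted p = 0.0064, and 0.28 after normexp). Their median log2 ratio was -0.11, at the 15.9 percentile of random lists, with -0.44 in L9 and 0.05 in L19 (camera, adjusted p = 0.45 with a preset correlation of 0.01 and adjusted p = 0.69 with an estimated correlation). Genes that use or recycle glutathione had a median of 0.09, at the 89.9 percentile, with 5 of 26 over 1.5-fold in both lines and none under 1/1.5, among them Gstm2 at 1.24 ± 0.33 (0.50 after normexp), Gpx3 at 1.11 ± 0.06 and Gpx8 at 0.72 ± 0.07. In the same samples the fibroblast markers had a median of 0.84 in L9 and 0.45 in L19. From the enrichment of these processes among genes over the fold change cutoff, the paper states that genes of glucose metabolism and glutathione biosynthesis were expressed at higher levels in the transgenic hearts, and relates both processes to HK2.

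**Figure D2:**
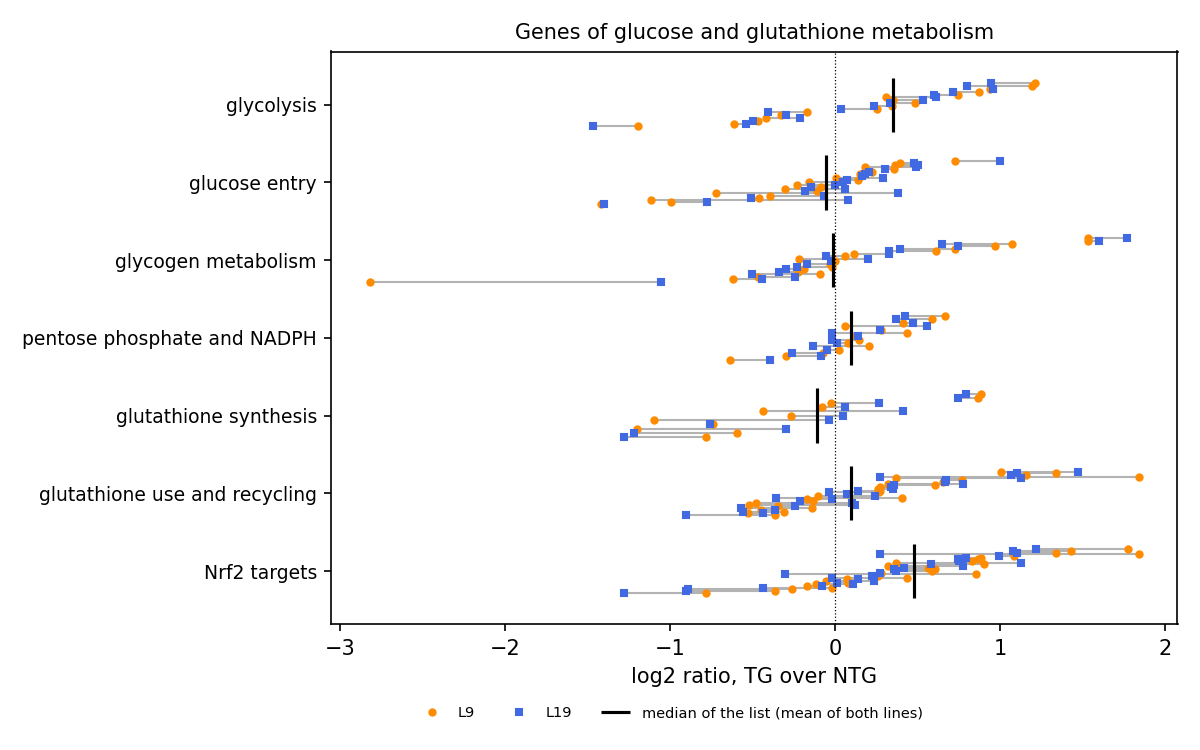
Log2 ratio of TG over NTG (horizontal) of each measured gene of 7 lists of glucose and glutathione metabolism, L9 as circles and L19 as squares joined by a line, with the median of each list as a black bar. The genes of glycolysis lie on either side of 0, with the median at 0.35.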

**Fig. 4:**
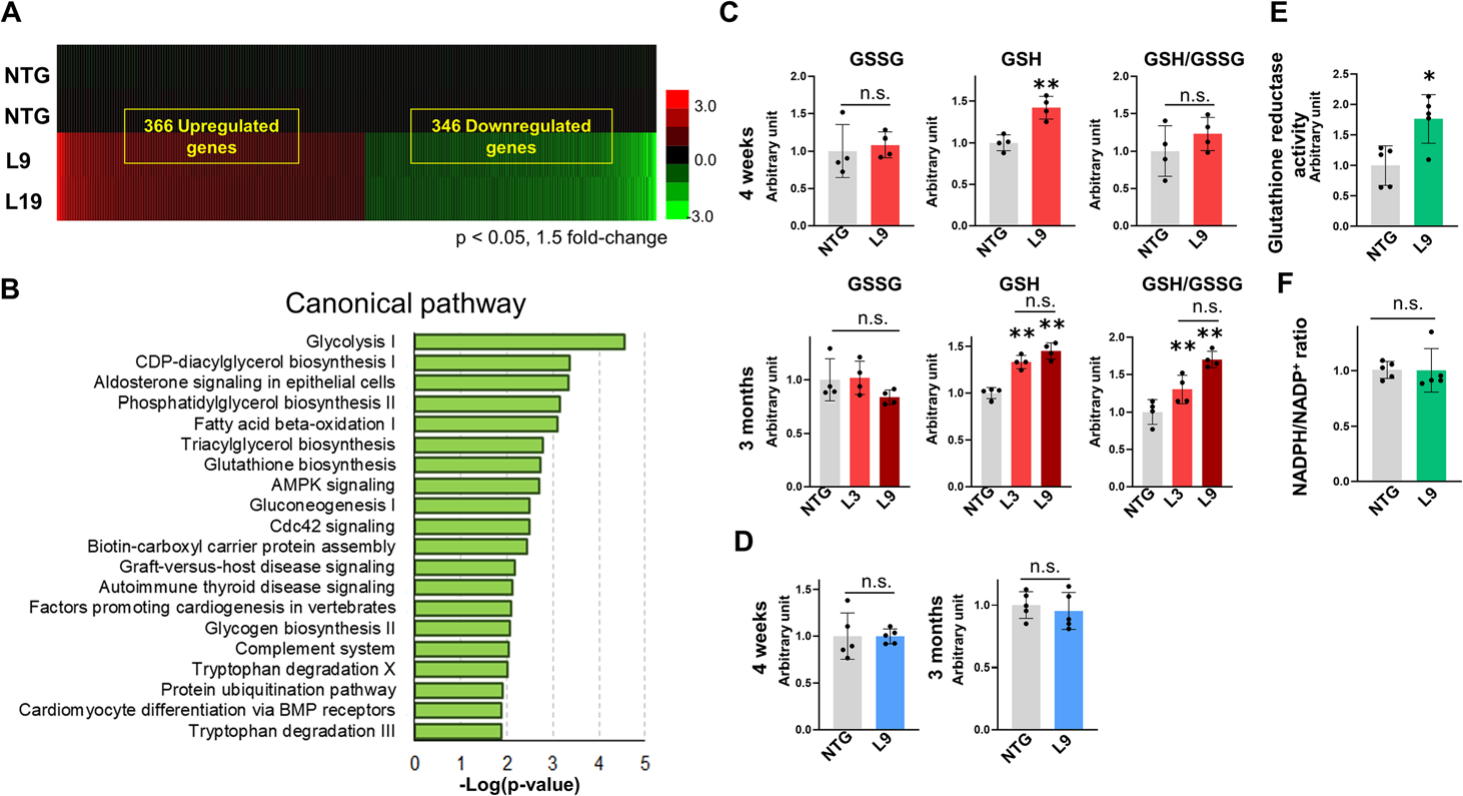
cDNA microarray examination and redox analysis of αMHC/miR-143/145TG mice. **a** Fold changes in gene expression over the average of the male NTG control mice are as indicated on the scale bar, where red indicates upregulation and green indicates downregulation. The number of genes > 1.5-fold differentially expressed in male L9 and L19 mice over control NTG are indicated. **b** Gene ontology classification of genes differentially expressed at least 1.5-fold in male L9 and L19 mice compared to the NTG control. The top twenty most significant canonical pathways in L9 and L19 mice are shown. **c** GSSG, GSH and GSH-to-GSSG ratio of 4-week and 3-month old male L3 and L9 mice. The results are presented as the means ± SD. Significance was assessed with unpaired *t*-test or one-way ANOVA followed by a post hoc Tukey test (*n* = 4; **p < 0.01 vs. NTG). **d** TBARS assay of 4-week and 3-month old male L9 mice. The results are presented as the means ± SD. Significance was assessed with unpaired *t*-test (*n* = 5). **e** Glutathione reductase assay of 3-month-old male L9 mice. The results are presented as the means ± SD. Significance was assessed with unpaired *t*-test (*n* = 5). **f** NADPH/NADP^+^ assay of 3-month old male L9 mice. The ratios of NADPH to NADP^+^ are shown. The results are presented as the means ± SD. Significance was assessed with unpaired *t*-test (*n* = 5). **c–f** Similar results were obtained in at least two independent experiments

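Genes of fatty acid oxidation lay below NTG in both lines, though after normexp background correction with its offset their median was 0.0065, still below every random list matched on signal. Fabp3, the fatty acid-binding protein of heart muscle, had a log2 ratio of -1.46 ± 0.28 (SD, n = 2 lines, as for each value here), Decr1, an enzyme of the oxidation of unsaturated fatty acids, -1.01 ± 0.09, Slc25a20, the carnitine-acylcarnitine carrier, -0.92 ± 0.22 and Ucp3 -1.52 ± 0.40 (-0.83 after normexp). Of 28 measured genes of this group, 23 were below NTG in both lines, 11 of them under 1/1.5, and 3 were above. In the same hearts the fibroblast markers had a mean log2 ratio of 0.61. The median of the fatty acid oxidation genes, -0.41, was below that of every one of 10000 random lists (adjusted p = 5.2e-04), and 14 genes were lower by limma when adjusted over the list alone (18 over all genes with a trend over signal and robust estimation). With camera the adjusted p was 1.8e-05 with a preset correlation of 0.01, and adjusted p = 0.69 with an estimated correlation. Genes of phosphatidate and triacylglycerol synthesis had a median of -0.14 (0.10 after normexp), at the 6.01 percentile (adjusted p = 0.27), and -0.22 over those in the upper 50% of signal, where the list passed (adjusted p = 0.035). Of the full list, 4 of 25 were under 1/1.5 in both lines, namely Dgat2 at -1.30 ± 0.29, Lpin1 at -0.90 ± 0.09, Lclat1 at -0.81 ± 0.30 and Gpam at -0.78 ± 0.23.
In all, 1028 genes or unnamed probes were above 1.5-fold in both L9 and L19 and 626 below 1/1.5 in both, out of 20462 that were above background in at least 1 channel of each array. Of these, 118 and 96 rest on a bound in at least 1 line, set with the dim channel at the lowest detected signal or its own, whichever was higher, and 910 and 530 were measured in all channels. Simulated unchanged mice that share 1 control gave 443 higher and 444 lower among the measured, on average over 100 simulations that take the control to vary as much as a TG mouse. Lists of the lengths found in L9 and L19 would share 182 higher and 99.3 lower genes if they were independent. By limma, no gene was higher and none lower at an adjusted p under 0.05, where 2745 were higher and 2521 lower at an unadjusted p under 0.05. With a trend over signal and robust estimation, changed together, limma called 1794 higher and 1617 lower. The methods' t-test of the 2 TG against the 2 NTG channels, which takes repeat readings of 1 control RNA as replicates, called 1651 and 1632 at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg.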

We then analyzed the production of GSH and GSSG to evaluate the redox state. GSH production and the GSH-to-GSSG ratio were increased in the hearts of 3-month old L3 and L9 mice, clearly indicating that a reductive redox shift occurred in the transgenic hearts (Fig. 4c). These findings were surprising, as a plethora of studies have revealed that oxidative stress is a major factor in the progression of cardiomyopathy [55].

To evaluate ROS production, we used a thiobarbituric acid reactive substances (TBARS) assay to measure the levels of lipid peroxidation products. The results revealed no significant differences in malondialdehyde production between the L9 and NTG mice (Fig. 4d).

These findings suggest that miR-143 overexpression leads to a reductive rather than an oxidative redox state.

### Evidence of elevated recycling and de novo biosynthesis of GSH in transgenic hearts

We were interested in the mechanism behind the reductive redox shift observed in αMHC/miR-143/145TG hearts. GSH systems use NADPH as a source of reducing equivalents, and GSH is generated by recycling GSSG via the oxidation of NADPH through GR. We performed an in vitro GR activity assay. GR activity was 1.76 times higher in L9 hearts than that observed in NTG mouse hearts (Fig. 4e), suggesting that the production of GSH was accelerated via the recycling pathway.

Next, we examined the NADPH-to-NADP^+^ ratio in L9 hearts. However, the ratios in the L9 hearts were comparable to those observed in the NTG hearts (Fig. 4f). Since NADPH is produced from NADP^+^, primarily through the PPP, we further examined the expression of G6PD (the rate-limiting enzyme of the PPP) in transgenic hearts. The protein expression of G6PD was markedly upregulated in transgenic hearts compared with NTG hearts (L3: by 2.1-fold, L9: by 3.7-fold; Fig. 5a). Consistent with this finding, *G6pd* mRNA expression was 1.7 times higher in L9 hearts than in NTG hearts (Fig. 5c).

**Fig. 5:**
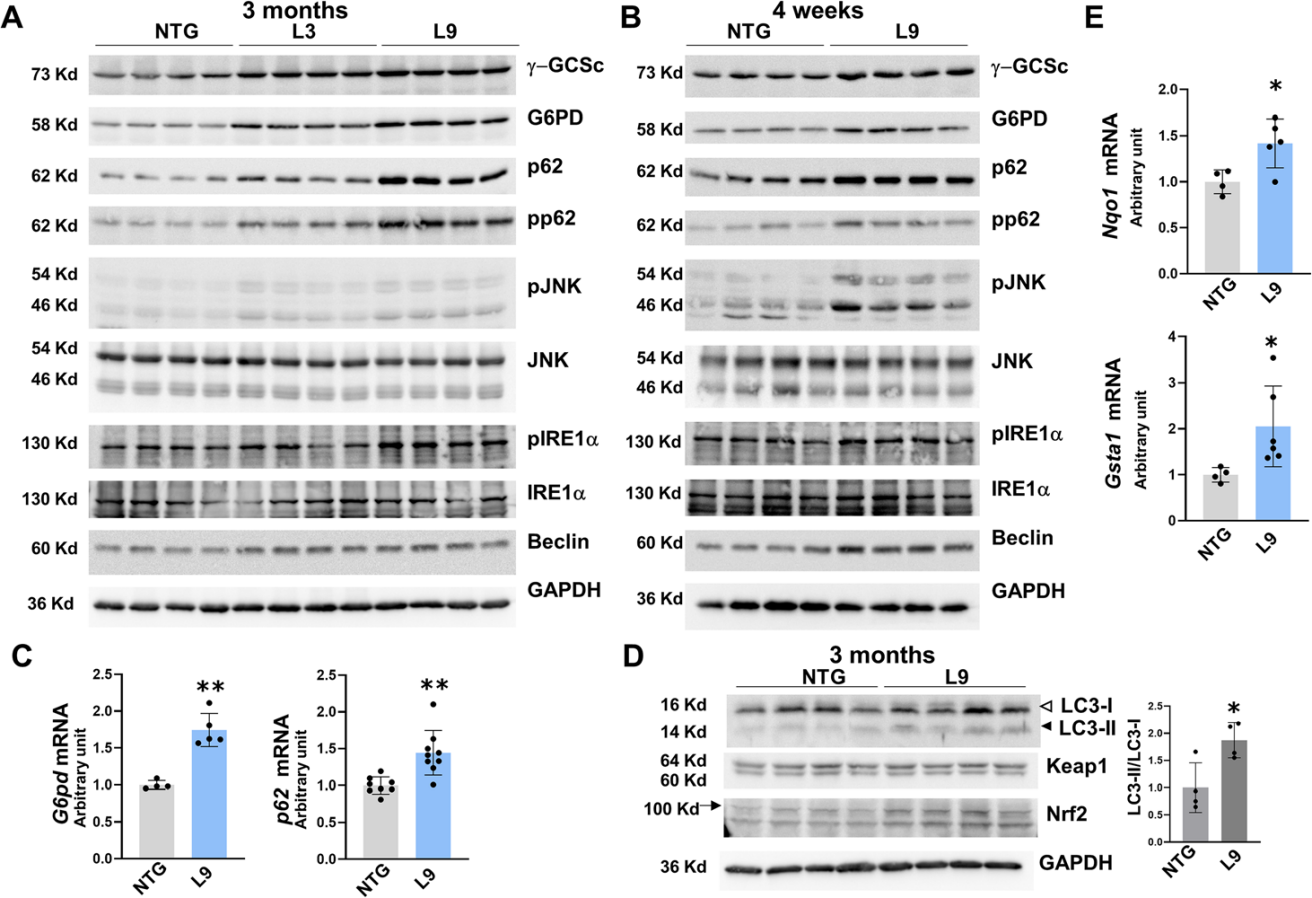
Analysis of expression of stress-induced molecules. **a** Western analysis of the hearts of 3-month old male L3 and L9 mice. **b** Western analysis of the hearts of 4-week old male L9 mice. **c** Quantitative RT-PCR analysis of *G6pd* and *p62* in the hearts of 3-month old male L9 mice. The results are presented as the means ± SD. Significance was assessed with unpaired *t-*test (*n* = 4 ~ 9; **p < 0.01 vs. NTG). **d** Western analysis of the hearts of 3-month-old male L9 mice. The white and black arrowheads respectively indicate LC3-I and LC3-II. An arrow indicates Nrf2. The right panels show relative densitometric analysis of the western blot of LC3. The results are presented as the means ± SD. Significance was assessed with unpaired *t-*test (*n* = 4; *p < 0.05 vs. NTG). **a**, **b** and **d**: Whole cell extracts were examined with the indicated antibodies. **e** Quantitative RT-PCR analysis of *Nqo1* and *Gsta1* in the hearts of 3-month old male L9 mice. The results are presented as the means ± SD. Significance was assessed with unpaired *t-*test (*n* = 4 ~ 6; *p < 0.05 vs. NTG). **a–e** Similar results were obtained in at least two independent experiments

Thus, the GSH-to-GSSG ratio, GR activity and G6PD expression were elevated in transgenic hearts, but the ratio of NADPH to NADP^+^ was similar to that observed in NTG hearts. Since NADPH is an important electron source, it may have been consumed by redox couples, including glutathione systems.

GSH is also produced through de novo synthesis, which is mediated by two ATP-dependent ligases [56]. We examined the expression of the gamma-glutamylcysteine synthetase heavy subunit (γ-GCSc), a rate-limiting enzyme for de novo GSH production. γ-GCSc expression was 4.2 times higher in L9 hearts and 1.8 times higher in L3 hearts than that observed in NTG hearts (Fig. 5a, Additional file 8 A). The expression in 4-week old L9 mouse hearts was 1.6 times higher than that observed in NTG mouse hearts (Fig. 5b, Additional file 8 B). By contrast, γ-GCSc expression in 3-month old αMHC/miR-145TG mouse hearts was similar to that observed in NTG mouse hearts (Additional file 4 C), suggesting that miR-143-dependent acceleration of de novo GSH production occurred in αMHC/miR-143/145TG hearts.

### p62 expression is increased in transgenic hearts

Although p62 is a hub molecule for a variety of signaling processes, such as autophagy, stress responses and detoxification [22, 23], there is growing evidence that it is also crucial in GSH synthesis and glycolysis [20, 21]. We next examined the expression of p62 and found that it was markedly (8.6 times) higher in L9 hearts than that observed in NTG hearts (Fig. 5a, Additional file 8 A). Notably, the expressions of both G6PD and p62 were already higher in the hearts of L9 mice than in the hearts of NTG mice at 4 weeks of age (G6PD: 1.9 times higher, p62: 2.5 times higher) and were significantly higher in L9 hearts than in L3 hearts (G6PD: 1.7 times higher, p62: 3.3 times higher; Fig. 5a and b, Additional file 8 A and B).

Furthermore, *p62* mRNA expression was also increased in the hearts of L9 mice (Fig. 5c). Because JNK and IRE1α/JNK signaling have been shown to augment p62 expression [24–27], we next examined whether JNK and IRE1α were activated in transgenic hearts. Phosphorylation of JNK was significantly enhanced in L9 hearts (2.8 times higher compared to NTG hearts) and, to a lesser extent, in L3 hearts (1.6 times higher compared to NTG hearts; Fig. 5a, Additional file 8 A). Notably, phosphorylation of JNK was obviously higher in the hearts of 4-week old L9 mice (Fig. 5b, Additional file 8 B). Significantly (1.9 times) greater IRE1α phosphorylation was also detected in the hearts of L9 mice than in the hearts of NTG mice at 3 months of age, but this difference was not observed in mice at 4 weeks of age (Fig. 5a and b, Additional file 8 A and B).

Thus, JNK phosphorylation is likely to be associated with p62 expression in the transgenic hearts. However, IRE1α signaling does not appear to be a prerequisite for p62 expression, even though it may promote p62 expression. As a reductive state in the ER primarily induces stress by compromising disulfide bond formation, upregulation of p62 likely promotes IRE1α phosphorylation, and vice versa. Interestingly, the expression of Beclin, a regulator of autophagy downstream of JNK signaling [57], was also upregulated in transgenic hearts compared with that observed in NTG hearts (L3: by 1.3 times, L9: by 1.6 times; Fig. 5a and Additional file 8 A).

Since p62 accumulates upon inhibition of autophagy [22, 23], we investigated the conversion of LC3I to LC3II. This conversion was observed to be 1.9 times greater in L9 hearts than in NTG hearts (Fig. 5d). These data suggest that autophagy is facilitated in L9 hearts, which is also supported by the elevated Beclin expression (Fig. 5a).

Furthermore, we examined the expression of Keap1, an adaptor of the Cul3-ubiquitin E3 ligase complex responsible for Nrf2 that accumulates with p62 when autophagy is disturbed [58]. Its protein expression was not higher in L9 hearts (Fig. 5d). Collectively, these findings indicate that p62 was likely upregulated at the mRNA level rather than as a result of autophagy inhibition.

Nrf2 and p62 mutually enhance each another: Nrf2 signaling upregulates p62 expression [29], and p62 phosphorylation stabilizes the Nrf2 protein [30]. Nrf2 expression in L9 hearts was 1.5 times higher than that observed in NTG hearts (Fig. 5d) and phosphorylated p62 levels were higher in transgenic hearts than in NTG hearts (L3: 1.8 times higher, L9: 4.2 times higher; Fig. 5a and Additional file 8 A). These findings were consistent with the observation that the mRNA expressions of the Nrf2 targets, NAD(P)H quinone dehydrogenase 1 (*Nqo1*) and glutathione S-transferase alpha 1(*Gsta1*), were also augmented (Fig. 5e).

A similar pattern of upregulation of these signaling molecules was observed in L19 hearts (Additional file 5). However, the expressions of γ-GCSc, G6PD and p62 were not augmented in the hearts of αMHC/miR-145TG mice (Additional file 4 C; relative densitometric graphs corresponding to the western blots in Fig. 5a, b and d are shown in Additional file 8 A–C).

## Discussion

We established transgenic mice that expressed miR-143 at a high level in cardiomyocytes and exhibited a dilated cardiomyopathy-like phenotype. We further evaluated the protein expression of 5 miR-143 targets (HK2, ERK5, IGF1R, IGFBP5 and ORP8) that have been shown to be involved in cardiomyopathy or cardiac remodeling. Only HK2 expression was drastically suppressed in αMHC/miR-143/145TG mice. Furthermore, HK2 expression showed an inverse relationship to miR-143 expression in these mice.

Thus far, the validation of target genes for miRNAs has primarily been performed in cultured cells. Our findings strongly indicate that the validation of miRNAs in living animals is indispensable for evaluating their bona fide activity.

However, a significant difference in HK activity between αMHC/miR-143/145TG and NTG mice was not observed. The expression of HK1, another predominant HK isotype in the heart, did not increase by complementation. HK2 is under strong allosteric regulation by G6P in vivo [59], but the reason behind the discrepancy between in vitro HK activity and in vivo HK2 expression remains unclear.

Furthermore, the ATP content in the transgenic hearts was similar to that observed in the NTG hearts. This result may be explained by a marginal reduction of in vitro HK activity or by the metabolic substrate preference of the heart. In resting hearts, 60–90% of the acetyl-CoA that enters the tricarboxylic acid cycle comes from β-oxidation of free fatty acids, while 10–40% comes from the oxidation of pyruvate, which is derived in almost equal amounts from glycolysis and lactate oxidation [60].

Our current findings indicate that downregulation of HK2 expression is not crucial for the pathogenesis of the αMHC/miR-143/145TG phenotype. This finding is consistent with previous reports that heterozygous HK2-deficient mice display no overt cardiac phenotypes at baseline, although their hearts are more susceptible to ischemia or reperfusion injury after coronary ligation and pressure overload than those of wild-type mice [11–13]. However, experiments on mice in which the endogenous *Hk2* gene lacks the binding sequence for miR-143 are necessary to confirm our conclusion.

The conversion of GSSG to GSH requires NADPH, which is primarily supplied through the PPP. HK2 is a dominant supplier of G6P, which is the substrate for the first step of the PPP. It was therefore surprising that the glutathione redox state in αMHC/miR-143/145TG hearts was reductive rather than oxidative. Meanwhile, our findings indicate enhanced GR activity and G6PD and γ-GCSc expression in the transgenic hearts, indicating that both the recycling and de novo biosynthesis of GSH were facilitated.

Although there is widespread consensus that oxidative stress elicits diverse pathophysiological processes, including cardiovascular complications, antioxidant supplementation has failed to hinder the progression of related disorders [17]. However, the involvement of reductive stress in a variety of diseases has received considerable attention in recent years [14–16]. In particular, G6PD, a rate-limiting enzyme for the PPP, has been proven to be a crucial molecule in reductive stress processes [18].

Valencia et al. reported that p62 influences metabolic pathways by controlling glycolysis and cellular redox processes in fibroblasts, including NADPH production and GSH synthesis [21]. p62 also plays pivotal roles in the production of GSH and the promotion of tumor formation [20]. Notably, the protein levels of p62 and G6PD were already elevated in the hearts of L9 mice at 4 weeks of age. In addition, we found greater phosphorylation of JNK and IRE1α and activation of Nrf2 signaling in transgenic hearts. These processes have been known to activate p62 [24–27, 29]. We postulate that a reductive redox shift may be involved in the pathogenesis of the αMHC/miR-143/145TG phenotype.

Our cDNA microarray findings concurred with our p62 findings. They also indicate markedly higher expression of genes related to glucose metabolism in transgenic hearts than in NTG hearts. 

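Sqstm1, which encodes p62, had a log2 ratio of 0.83 in L9 and 0.75 in L19, or 1.73-fold the NTG level (limma, adjusted p = 0.086, n = 2 lines, and adjusted p = 0.0018 with a trend over signal and robust estimation). Genes of autophagy lay on both sides of NTG. Of 25 measured, Sqstm1 among them, 9 were above and 11 below NTG in both lines, and their median log2 ratio of -0.02 (0.18 after normexp background correction) was at the 49.5 percentile of 10000 random lists matched on signal. Optn, another autophagy receptor, was at 0.75 ± 0.12 and Ctsl, a lysosomal protease, at 0.98 ± 0.18 (SD of both lines), and Map1lc3a, an LC3 gene, was at -1.14 in L9 and -0.87 in L19. Map1lc3b was at 0.16 ± 0.21, Becn1 at 0.56 ± 0.17 and Keap1 at -0.20 ± 0.09 (0.15 after normexp).
Of 27 measured targets of Nrf2, Sqstm1 among them, 18 were above NTG in both lines, 7 of them over 1.5-fold, and 5 were below. Srxn1, which encodes sulfiredoxin, was at 1.50 ± 0.39, Txnrd1, a thioredoxin reductase, at 1.26 ± 0.25, Gsta4, a glutathione S-transferase, at 1.22 ± 0.16 and Aox1 at 1.04 ± 0.07, while Nqo1, a target the paper measures by RT-PCR, was at 0.85 in L9 and -0.31 in L19. None passed limma over all genes, and 9 higher and 1 lower did when adjusted over the list alone (13 higher over all genes with a trend over signal and robust estimation). The median of the list was 0.48, with 0.44 in L9 and 0.27 in L19, above every random list (adjusted p = 5.2e-04), and camera gave an adjusted p of 0.0017 with a preset correlation of 0.01, and an adjusted p = 0.69 with an estimated correlation. In the same hearts 3 of 12 fibroblast markers were over 1.5-fold in both lines and none was under 1/1.5, with a median of 0.58.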

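Beyond the enzymes of glycolysis, genes of glucose uptake and pyruvate oxidation lay on both sides of NTG, as did those of glycogen metabolism. Stbd1, which encodes a protein that binds glycogen, had a log2 ratio of 1.65 ± 0.17 (SD, n = 2 lines, as for each value here), Pygl, the glycogen phosphorylase first described in liver, 1.57 ± 0.05 (0.69 after normexp) and Ugp2, which makes the UDP-glucose used for glycogen synthesis, 0.86 ± 0.30. Phkg1, a phosphorylase kinase subunit, was at -2.82 in L9 and -1.05 in L19 (mean of -0.72 after normexp). Of 18 measured genes of glycogen metabolism, 4 were over 1.5-fold and 1 under 1/1.5 in both lines (Fisher's exact test for either direction, two-sided, adjusted p = 0.038, and 0.053 after normexp background correction). Camera gave an adjusted p = 0.67 with a preset correlation of 0.01 and an adjusted p = 0.83 with an estimated correlation. Their median of -0.01 (0.17 after normexp) was at the 54.9 percentile of random lists matched on signal.
Slc2a1, the glucose transporter of most cell types, was at 0.86 ± 0.19 and Slc2a4, the insulin-dependent transporter, at -0.23 ± 0.23. Mpc1, a subunit of the mitochondrial pyruvate carrier, was at -0.89 ± 0.16. Over 21 genes of glucose entry and pyruvate oxidation, 10 were above and 6 below NTG in both lines, with a median of -0.05 that was 0.11 after loess normalization and 0.28 after normexp. The 14 measured genes of the pentose phosphate pathway and NADPH supply had a median of 0.10 at the 84.3 percentile, with none over 1.5-fold or under 1/1.5 in both lines. No gene of these lists passed limma's adjusted threshold over all genes.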

Consistent with this finding, electron microscopic examination results showed substantially more glycogen granules in L9 hearts than in NTG hearts (Additional file 9). Furthermore, the number of granules was already elevated in L9 mice at 4 weeks of age, indicating that dysregulation of glucose metabolism precedes cardiac remodeling.

However, the NADPH-to-NADP^+^ ratio was not elevated in αMHC/miR-143/145TG mice despite the increased expression of G6PD and p62. We do not have an explanation for this discrepancy. NADPH may have been consumed by redox couples, including glutathione systems. In addition, such a significant increase in the NADPH-to-NADP^+^ ratio may require an enhancement in HK2 activity, although previous studies of animal models for reductive stress did not reveal the activity or expression of HK2. Further studies are needed to assess this possibility.

Our findings suggest that autophagy was facilitated in the hearts of L9 mice. This result is unexpected, because previous studies demonstrated that miR-143 suppressed autophagy through downregulation of ATG2B [61, 62]. Since those investigators used human cancer cell lines for the miR-143-transfection assays, the discrepancy may be due to differences in cellular context or animal species. Further investigation should be performed.

The redox state of a redox couple is defined by the half-cell reduction potential and the reducing capacity of that couple. As the concentration of GSH is far higher (millimolar levels) than the concentrations of most other redox active compounds, GSH is regarded as the principal redox buffer in cells [60]. Thus, we consider the redox state of the hearts of αMHC/miR-143/145TG mice to be reductive.

Mutations in αB-crystallin provoke myopathy and cardiomyopathy, which are characterized by protein misfolding and the formation of large cytoplasmic aggregates [18, 63]. Additionally, accumulation of mutant lamin aggregates can promote p62 expression and elicit reductive stress in human *LMNA*-mutant myopathy and corresponding *Drosophila* models [19]. Reductive stress has also been detected in healthy individuals with a predisposition to Alzheimer’s disease, which is considered to be caused by protein aggregation [64]. Although further investigation is required, the aggregation of misfolded proteins may trigger the pathogenesis observed here, which is likely aggravated by reductive redox shift-induced IRE1α signaling.

Given all these findings, we propose that the overexpression of miR-143 in cardiomyocytes in the mouse lines generated in this study initially promotes the phosphorylation of JNK and the expression of Nrf2, G6PD and p62. Sustained activation of these signaling pathways may induce a reductive redox shift, resulting in cardiomyopathy (Fig. 6).

**Fig. 6:**
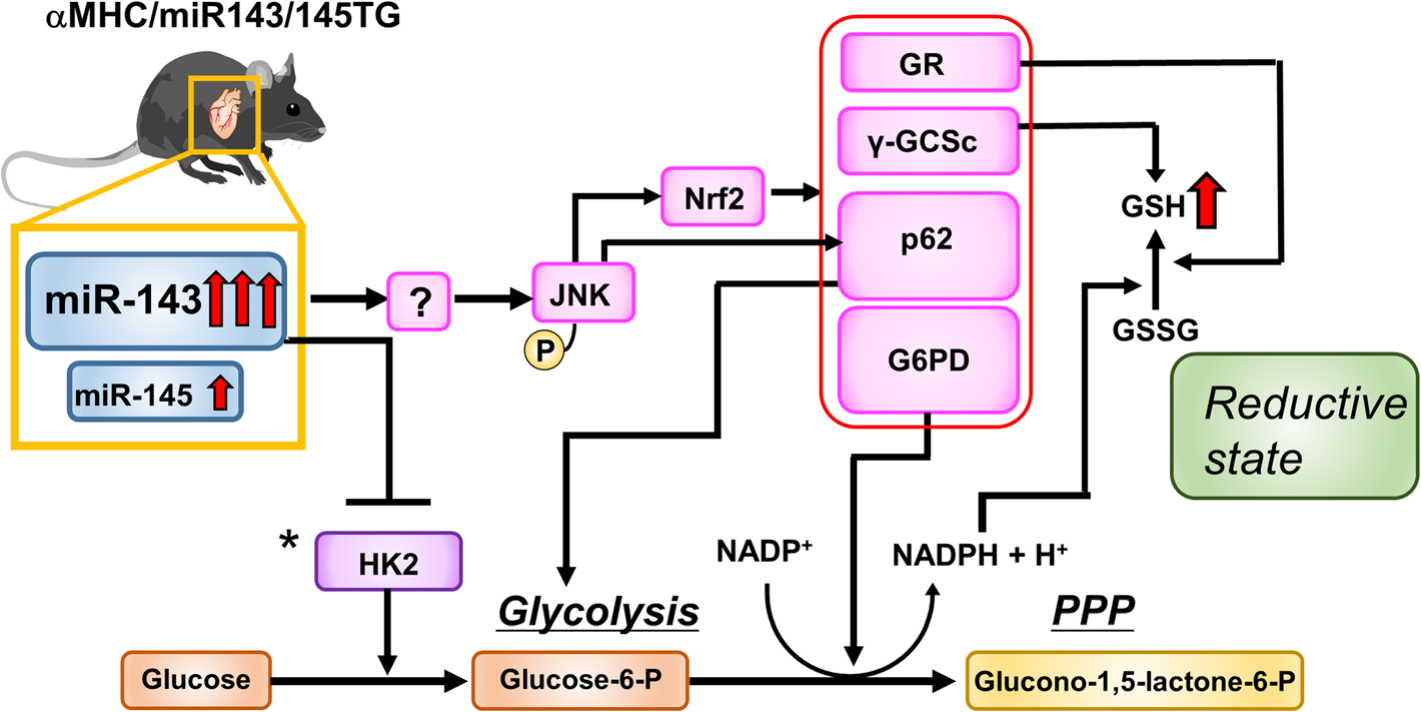
Schematic depiction of the signaling cascade in αMHC/miR-143/145TG mice. A hypothetical signaling model for a reductive state in αMHC/miR-143/145TG mice is shown. Our data indicate that the overexpression of miR-143 plays a pivotal role in the pathogenesis of the αMHC/miR-143/145TG phenotype, but the key targets for miR-143 triggering this process have not been identified and are shown with a question mark. *: Although the expression of HK2 was suppressed in transgenic hearts, in vitro HK activity was comparable in the L9 and NTG mouse hearts. Since the expression levels of GR, γ-GCSC, p62 and G6PD are controlled by Nrf2, these four molecules are surrounded by a red box. A detailed explanation is given in the Discussion section

We have not yet identified the targets of miR-143 and miR-145 that are responsible for the pathogenesis of the phenotype observed in αMHC/miR-143/145TG mice. 

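Elk1, which encodes a transcription factor of the ETS family, was at 60.2% ± 6.56 of the NTG level in the TG hearts (SD, n = 2 lines), with 65.0% in L9 and 55.7% in L19. Add3, which encodes adducin-3, a protein of the membrane cytoskeleton, was at 78.9% ± 13.3 of NTG (SD, n = 2 lines), with 88.9% in L9 and 70.0% in L19. Neither passed limma's adjusted threshold, with an adjusted p of 0.091 for Elk1 and 0.21 for Add3. Elk1 passed in limma with a trend over signal and robust estimation (adjusted p = 0.038, against 0.069 for Add3) and after normexp (adjusted p = 0.012, at a log2 ratio of -0.28). Of the 8 miR-143 targets that the paper names, 6 were below NTG in both lines, 3 of them under 1/1.5, and the median log2 ratio was -0.28 (0.0072 after normexp), at the 3.14 percentile of random lists matched on signal, and did not pass (adjusted p = 0.17 over the lists, and by camera adjusted p = 0.16 with a preset correlation of 0.01 and adjusted p = 0.69 with an estimated correlation). Igf1r, also past 1.5-fold in both lines, was above NTG, at a log2 ratio of 0.62 in L9 and 1.46 in L19. By Fisher's exact test for members past 1.5-fold in either direction, Igf1r counted among them, two-sided, the adjusted p was 0.011, and 0.17 after normexp. The paper chose some of these genes from the same arrays, so the count is not independent evidence of their direction. After normexp background correction Add3 was on the other side of NTG, at a log2 ratio of 0.07.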

We are planning to investigate the other target candidates for miR-143 detected in our cDNA microarray analysis (e.g., *elk-1* and *adducin-3*). Malkovich et al. also reported a downregulation of HK2 expression in the hearts of αMHC/miR-143 transgenic mice that was not associated with any deleterious phenotype [5]. Thus, even though transgenic miR-145 expression was quite low in the αMHC/miR-143/145TG hearts in this study, miR-145 may also be involved in the pathogenetic mechanism in cooperation with miR-143.

## Conclusions

Transgenic expression of miR-143/145 in mice cardiomyocytes induced a dilated cardiomyopathy-like phenotype with a reductive redox shift. Unfortunately, because the molecular pathogenesis of dilated cardiomyopathy is diverse and complicated, the impact of treatment is currently far from satisfactory. We believe that our unique mouse lines will be useful for elucidating the mechanisms of at least some types of dilated cardiomyopathy.

## Supplementary information

**Additional file 1.** List of primer sequences. F = forward primer, R = reverse primer

**Additional file 2.** List of antibodies for Western blot analysis. The first and the second antibodies were generally diluted at a dilution of 1:1000, and 1:20000, respectively, but anti-GAPDH-HRP antibody was diluted at a dilution of 1:2000.

**Additional file 3. **Examination of the aged αMHC/miR-143/145 L3 TG mice. Hematoxylin & Eosin-stained hearts of 6-month-old male NTG mouse (A, B), 6-month-old male L3 mouse (C), and the male L3 mouse that died at 8 months of age (D). (E) Heart weight corrected for tibia length (upper panel) or body weight (lower panel) of 6-month-old L3 male mice. Results represent the mean ± SD with scattered blots. Unpaired *t*-test (*n* = 11. *P < 0.05 vs. NTG; **P < 0.01 vs. NTG).

**Additional file 4. **Establishment and analysis of αMHC/miR-145TG mice. (A) Construction of the injected fragment. An approximate 6.3 kb Bam HI fragment containing the pri-miR-145 gene was used. (B) qRT-PCR analysis of miR-143 and miR-145 in the hearts of 3-month-old male αMHC/miR-145TG. Bars present mean ± SD. Unpaired *t*-test (*n* = 3 ~ 4. *P < 0.05 vs. NTG; **P < 0.01 vs. NTG). (C) Western blot analysis of the hearts of 3-month-old male αMHC/miR-145TG mice. Whole cell extracts were examined with antibodies indicated. Relative densitometric analysis of the western blots is shown in the right panels. Bars present mean ± SD. Unpaired *t*-test (n = 3 ~ 4; *P < 0.05 vs. NTG, **P < 0.01 vs. NTG). B, C; Similar results were obtained in at least two independent experiments.

**Additional file 5. **Western blot analysis of the hearts of 3-month-old male L19 mice. Whole cell extracts were examined with antibodies indicated. An arrow head indicates HK2 band. Relative densitometric analysis of the western blots is shown in the right panels. Bars present mean ± SD. Unpaired *t*-test (*n* = 4; *P < 0.05 vs. NTG, **P < 0.01 vs. NTG). Similar results were obtained in at least two independent experiments.

**Additional file 6. **Western blot analysis of the target molecules for miR-143. Whole cell extracts of the hearts of 3-month-old male αMHC/miR-143/145TG mice were examined with antibodies indicated. Relative densitometric analysis of the western blots is shown in the right panels. Bars present mean ± SD. Unpaired *t*-test (n = 4). Similar results were obtained in at least two independent experiments.

**Additional file 7.** Establishment and analysis of αMHC/HK2TG and αMHC/ miR-143/145/HK2TG mice. (A) Construction of the injected fragment for αMHC/HK2TG mice. About 8.8 kb Bam HI fragment containing the human HK2 cDNA was used. (B) Western blot analysis of the hearts of 2-month-old male αMHC/HK2TG mice. The size of human exogenous HK2 bands is larger than that of mouse endogenous one. Whole cell extracts were examined with antibodies indicated. Similar results were obtained in at least two independent experiments. Kaplan Meier survival analysis of αMHC/miR-143/145/HK2TG mice #1 (C) and #2 (D). Data were analyzed using long-rank test.

**Additional file 8. **Relative densitometric analysis of the western blots. (A) Analysis of the western blots (Fig. 5a). Bars present mean ± SD. One-way ANOVA followed by a post hoc Tukey test (n = 4: *P < 0.05 vs. NTG; **P < 0.01 vs. NTG; **†***P* < 0.05 vs. L3; **††** *P* < 0.01 vs. L3). (B) Analysis of the western blots (Fig. 5b). Bars present mean ± SD. Unpaired *t*-test (n = 4; *P < 0.05 vs. NTG; **P < 0.01 vs. NTG). (C) Analysis of the western blots (Fig. 5d). Bars present mean ± SD. Unpaired *t*-test (n = 4; *P < 0.05 vs. NTG). A-C; Similar results were obtained in at least two independent experiments.

**Additional file 9.** Electron microscopic analysis of the hearts of female L9 mice. 3-month-old NTG (A) and L9 mouse (B). 4-week-old NTG (C) and L9 mouse (D). White arrows indicate the glycogen granules.

## Data Availability

The microarray data were deposited in NCBI GEO under accession number GSE112355.

## Abbreviations

miRNA: MicroRNA
αMHC: Alpha-myosin heavy chain
PPP: Pentose phosphate pathway
EDTA: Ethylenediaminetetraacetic acid
NADPH: Reduced nicotinamide adenine dinucleotide phosphate
NADP^+^: Oxidized nicotinamide adenine dinucleotide phosphate
HK2: Hexokinase 2
HK1: Hexokinase 1
G6P: Glucose-6-phosphate
G6PD: Glucose-6-phosphate dehydrogenase
Nrf2: Nuclear factor erythroid-2 related factor 2
JNK: Jun N-terminal kinase
IRE1α: Inositol-requiring enzyme 1 alpha
ER: Endoplasmic reticulum
γ-GCSc: Gamma-glutamylcysteine synthetase heavy subunit
GSSG: Glutathione-S-S-glutathione, reduced glutathione
GSH: Glutathione-SH, oxidized glutathione
TBARS: Thiobarbituric acid reactive substances
Anp: Atrial natriuretic peptide
Bnp: Brain natriuretic peptide
β-Mhc: Beta-myosin heavy chain
Serca2A: Sarco-endoplasmic reticulum calcium adenosine triphosphatase-2A
NQO1: NAD(P) H quinone dehydrogenase 1
Gsta1: Glutathione S-transferase alpha 1
ERK5: Extracellular signal-regulated protein kinase 5
IGF1R: Insulin-like growth factor 1 receptor
IGFBP5: Insulin-like growth factor-binding protein 5
ORP8: Oxysterol-binding protein-related protein 8
ATP: Adenosine triphosphate
PBS: Phosphate-buffered saline
GR: Glutathione reductase

How the deposited data were processed for this re-analysis (not part of the article)

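Gene expression was measured in the hearts of 3-month old male L9 and L19 mice against NTG hearts on 2 Toray 3D-Gene Mouse Oligo chip 24 arrays, 1 for each line, with NTG RNA in Cy5 and TG RNA in Cy3 on both. The NTG RNA carries one label on both arrays and counts as 1 control sample. How many mice the NTG RNA or each TG RNA came from is not given in the sources used here. The authors' scanner files hold the intensity of each spot in each channel, neither corrected for background nor normalized, as written by the 3D-Gene Extraction software (version not given in the sources used here). The authors also deposited a table of log2 ratios, with medians of -2.9e-06 for L9 and -4.0e-05 for L19. Its scale, centring and direction were settled by recomputing it from the spot intensities, as Cy3 (TG) over Cy5 (NTG).

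Signals were corrected in each channel by the mean of the 2736 blank spots after trimming 5% at each end, 19.1 (Cy5) and 85.2 (Cy3) in L9 and 19.1 and 72.6 in L19, and a probe was taken as detected above that mean plus 2 SD. The files' local background was not subtracted, because it followed the spot signal (correlation of 0.95 to 0.98 over spots on the log2 scale). Spots marked as bad by the scanner software (9 gene spots in L9 and 3 in L19) gave no ratio. Ratios were scaled to a median of 1 per array, as the paper's methods state. Of the platform's gene symbols, 12622 were current, 3947 were updated through a unique synonym in the RefSeq gene table of GRCm38.p6 and 62 were kept as given. No probe carried several symbols, and 229 genes had more than 1 probe.

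The log2 ratios of both lines were tested against 0 with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment. The paper's fold change cutoff of 1.5 was applied in each line without a test. Gene lists, 29 in number, were described by the median of their members' mean log2 ratio and its percentile among 10000 random lists of named genes, matched on signal in 20 bins, with a two-sided p adjusted over the 26 lists that had at least 3 measured genes. This describes these arrays, since genes are not replicates. camera and Fisher's exact test were run as alternatives, the latter against all 12779 measured named genes. With 2 arrays the correlation that camera estimates, and the test that uses it, rest on 1 residual degree of freedom. The smallest unadjusted p of that test was 0.11, for fatty acid oxidation, against 6.8e-07 with the preset correlation. Its adjusted p of 0.69 for most lists thus says little about them. Genes named in the text are those the paper names, the 10 with the highest and the 10 with the lowest ratio past 1.5-fold in both lines among genes measured in all channels, up to 4 genes of each list described, and the genes that differ between mouse strains or mark sex. Other genes named were chosen after their values were seen. G6pdx, Gsta1, Xist, Ddx3y, Eif2s3y, Uty and H2-Ea have no probe that is named here, and Ern1 was not above background in both channels of either array. The design gave as main values the authors' normalized signals, or normexp-corrected signals where the files hold raw signals alone. Since the deposited log2 ratios could be recomputed from the scanner files, the authors' correction by blank spots is the main setting and normexp an alternative.

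The alternatives tried were loess within each array, normexp background correction with an offset of 50, the deposited table and only genes in the upper 50% of signal. Others were each line left out, another fold cutoff, a ratio of means, each probe counted apart, and limma with a trend over signal and robust estimation together. A t-test over channels set 2 TG against 2 NTG channel values, though the NTG values are readings of 1 RNA. Chosen after the counts were seen, it was also combined with the 1.5-fold cutoff. The paper names unpaired t-tests in its statistics section but not for the arrays, so the t-test over channels was set up here. Also chosen after values were seen, the trend of the ratio with signal was computed with normexp without its offset and with the offset on the blank-corrected signals. The correlation of the lines was set beside 100 simulations of unchanged mice that share 1 control. The limma step was tested on simulated data with the number of genes and the spread of the real comparison and 200 genes changed in each of 5 runs. It called 0% of genes changed 1.5-fold, 2.80% of those changed 2-fold, 79.6% of those changed 4-fold and 94.4% of those changed 8-fold, and 0.0370% of unchanged genes. These shares hold for that mix of simulated changes and need not hold for the real arrays. There no gene passed, not even M200003391 at 33.4-fold or Kap at 6.5% of NTG. The lack of calls thus does not mean that no gene changed 4-fold or more. Computations outside R used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.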

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

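The test on the share of heart muscle cells was chosen after its values were seen, and those on L9 against L19 before. The test on a trend with signal was first a single one, with bounds of 0.25 above and below 0 that the medians of the fibroblast and the oxidative phosphorylation lists both had to exceed after loess, and it was split by list after it was seen that the fibroblast list met its bound and the other did not, when the condition on the threshold among random lists was added for the latter.

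Groups of genes whose expression the paper does not discuss stood apart from random lists matched on signal. The median log2 ratio was 0.49 for the extracellular matrix (0.75 in L9 and 0.18 in L19, with Postn at 2.43 ± 0.89, or 1.78 after normexp, and Ccn2 at 2.21 ± 0.85, SD, n = 2 lines). It was 0.58 for fibroblast markers and -0.33 for oxidative phosphorylation. The last was 0.16 after normexp but still below all but 0.01% of random lists there. For these 3 lists in this order, camera with a preset correlation of 0.01 gave an adjusted p of 6.2e-05, 8.5e-05 and 6.2e-05. With an estimated correlation camera gave an adjusted p = 0.69 for each. By Fisher's exact test for members past 1.5-fold in either direction, two-sided, the adjusted p was 0.0064, 0.15 and 0.39. A lower share of heart muscle cells would raise the markers of the other cell types alike only if those kept their proportions to each other. The endothelial markers had a median of -0.21 (0.079 after normexp, against 0.90 for fibroblasts). Their upper quartile of 0.063 lay under the lower quartile of the fibroblast markers, 0.50. These groups thus did not rise alike, but a lower share of heart muscle cells stays open, since those proportions were not measured. After loess the fibroblast median was 0.58, which argues against a trend of the ratio with signal. The median of oxidative phosphorylation was -0.20 after loess (adjusted p = 0.020 among random lists), so for these genes such a trend may hold part of the difference and cannot be told apart from a difference in the hearts, since the list shrank but stayed past the threshold. The paper reports more fibrosis in L9 hearts by Masson's trichrome staining (Fig. 2d), and a larger share of fibroblasts or more matrix expression in each, and lower mitochondrial expression in heart muscle cells of the TG mice, stay open and were not tested on the arrays.

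Ratios of L9 and L19 share the NTG RNA, so a difference between them sets the L9 RNA against the L19 RNA. Fibrillar collagens were higher in L9 (Col1a1 at 0.91 in L9 and 0.08 in L19), with a median difference of 0.71 that was 0.72 after loess, which argues against a trend with signal that differs between the arrays. Fkbp5, a gene that glucocorticoids raise, was at 0.06 in L9 and 2.35 in L19. Of 18 other measured genes of this kind, chosen without those whose values had been seen, 16 were higher in L19 (Tsc22d3 at 0.03 in L9 and 1.48 in L19), with a median difference of 0.88 at the 100 percentile of random lists matched on signal. This is what glucocorticoid exposure of the L19 mouse or mice would give. With 1 RNA sample per line, a difference between the lines stays open, untested.

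Other groups had medians on opposite sides of NTG in L9 and L19, with at least 1 of them outside the central 95% of random lists matched on signal, namely the macrophage markers, at 0.18 in L9 and -0.37 in L19 (0.20 and -0.018 after normexp), the genes of the unfolded protein response, at -0.21 and 0.070 (0.053 and 0.24 after normexp), and the genes of glutathione synthesis, at -0.44 and 0.050 (-0.23 and -0.041 after normexp). The median difference L9 minus L19 lay at the 100 percentile of random lists for the macrophage markers (0.50) and at the 0 percentile for the unfolded protein response (-0.25), but within random lists, at the 8.38 percentile, for glutathione synthesis (-0.14), with no adjustment over lists. Medians within random lists in each line also lay on opposite sides for glucose entry (-0.087 in L9 and 0.081 in L19, 0.032 and 0.19 after loess, 0.26 and 0.41 after normexp, a median difference of -0.14 at the 1.04 percentile) and for the pentose phosphate pathway (0.14 and -0.0022, 0.15 and 0.017 after loess, 0.41 and 0.30 after normexp, a median difference of 0.070 at the 85.7 percentile). Counting single genes, 58 were over 1.5-fold in L9 and under 1/1.5 in L19, and 44 the other way, a difference that was not tested gene by gene. The adipocyte markers, with a median of -0.49 (-0.48 in L9 and -0.30 in L19, and 0.19 over those in the upper 50% of signal), and the atrial markers, with 0.46 (0.17 in L9, at the 79.2 percentile, and 0.65 in L19), Nppa among them, also stood apart from random lists, but not by camera (adjusted p = 0.16 and 0.22 with a preset correlation of 0.01, and adjusted p = 0.69 for each with an estimated correlation). After normexp neither the adipocyte list (-0.20, adjusted p = 0.094 among random lists) nor the atrial list (0.21, adjusted p = 0.24) passed. By Fisher's exact test they did not pass either (adjusted p = 0.62 and 0.16). Among genes measured in all channels, the highest mean log2 ratio, 5.06, belonged to probe M200003391, and the lowest of those under 1/1.5 in both lines, -3.94, to Kap, and the paper discusses neither.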

How the results depend on the processing

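The count of 0 genes changed at limma's adjusted p stayed at 0 with loess, with the deposited table and with the 1.5-fold cutoff added. The t-test over channels also gave 0 after Benjamini-Hochberg. The count was 5323 higher and 2289 lower with normexp, and 1225 and 1268 with only genes in the upper 50% of signal. It was 1794 and 1617 with a trend and robust estimation together in limma, and 1651 and 1632 with the t-test over channels unadjusted. Genes over 1.5-fold in both lines, 1028 higher and 626 lower, were 358 and 268 in the upper 50% of signal, where fewer genes are counted. They were 315 and 122 at 2-fold, 1082 and 140 with normexp, 1644 and 818 as a ratio of means and 871 and 637 with loess. With the t-test over channels added, a setting chosen after the counts were seen, they were 532 and 383. With 1 line left out they were 2200 to 2365 higher and 1617 to 1668 lower. Hk2 was at 54.0% and Igfbp5 at 75.7% of NTG with normexp, where both passed, as they did in the upper 50% of signal (at 37.7% and 49.8%), and 37.5% to 37.9% and 43.7% to 56.6% with 1 line left out. The median of the glycolysis list stayed past the threshold with loess, normexp, the deposited table and the upper 50% of signal. It was 0.28 to 0.32 with 1 line left out. The list's adjusted p was 0.271 and 0.693 with camera at a preset and an estimated correlation, but 0.00643 by Fisher's exact test. The glutathione synthesis list passed with normexp, at -0.17, and with Fisher's exact test, at an adjusted p of 0.00643, and was -0.44 to 0.050 with 1 line left out. The number of lists past the threshold, 10, was 5 with camera at the preset correlation and 9 by Fisher's exact test. The latter did not pass for the fibroblast markers (adjusted p = 0.15) or for oxidative phosphorylation (adjusted p = 0.39). With camera at an estimated correlation the number was 0, a setting that with 1 residual degree of freedom hardly lets any list pass. The correlation of L9 and L19 was 0.60 with loess, 0.84 with normexp and 0.78 in the upper 50% of signal. With normexp and its offset of 50 the ratio follows signal (Spearman correlation of 0.75 over genes, against -0.05 in the main setting), and the median of the brighter 50% of genes was 0.26. In tests chosen after this was seen, the correlation was 0.80 with the offset added to the blank-corrected signals and -0.34 with normexp alone, so the positive trend comes with the offset. With normexp and its offset these medians and log2 ratios took the other sign: 0.13 (ER stress), 0.075 (MHC and antigen presentation), 0.18 (autophagy and p62), 0.0065 (fatty acid oxidation), 0.28 (glucose entry), 0.17 (glycogen metabolism), 0.079 (endothelial), -0.11 (lymphocyte), 0.17 (macrophage), -0.15 (skeletal muscle), 0.0072 (miR-143 targets named in the paper), 0.16 (oxidative phosphorylation), 0.10 (phosphatidate and triacylglycerol synthesis), 0.39 (ubiquitin and muscle atrophy), and for single genes 0.021 (Mapk7), 0.073 (Add3), 0.0019 (Atg2b), 0.15 (Keap1), -0.13 (Cd3g), -0.14 (Cd8b1). The same held for 0.11 (glucose entry) with loess, and for 0.19 (adipocyte), 0.013 (macrophage), 0.0066 (smooth muscle and pericyte) in the upper 50% of signal. The cause of the other differences was not tested. No paired analysis was possible because each array already sets 1 TG RNA against the NTG RNA. With 1 line left out limma has no residual degrees of freedom, so those are values without a test. Counts with loess and normexp take over the 118 and 96 genes that rest on a bound, which were not recomputed there. Signal over background limits the ratios of dim probes.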

Differences from the paper's values

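The paper's counts of genes over 1.5-fold in L9 and L19, about 370 higher and about 350 lower in Fig. 4a, read by eye, compare with 1028 higher and 626 lower here. The counts here include unnamed probes, and among named genes alone they were 735 and 465. Fig. 4a also states a p threshold of 0.05, which the count here does not apply. A t-test over channels, set up here and not named by the paper for the arrays, was then added at an unadjusted p under 0.05. This combination was chosen after the values were seen. With it 532 genes or unnamed probes were higher and 383 lower, within 1.5 times the paper's counts in both directions. Among named genes alone these counts were 389 and 292. Of the genes the paper names from the arrays, Hk2, Igfbp5 and Elk1 pass this combination (p = 2.1e-04, 0.038 and 0.044 by that t-test). The t-test takes the 2 readings of 1 NTG RNA as replicates, so these p leave out the spread between NTG mice. Add3, which was not under 1/1.5 in either line, is in neither count, so that the t-test drops 0 of them. Of the alternatives set before the data were examined, the upper 50% of signal gave 358 higher and 268 lower, also within 1.5 times in both directions, and the 2-fold cutoff came within 1.5 times for genes higher (315) but not for genes lower (122). Loess (871 and 637), normexp (1082 and 140), the deposited table (910 and 530), each probe counted apart (1036 and 633), a ratio of means (1644 and 818) and each line alone (2365 and 1617 for L9, 2200 and 1668 for L19) did not.

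The paper states that genes of glutathione biosynthesis were at higher levels in the TG hearts. Over the 11 genes listed here for glutathione synthesis and cysteine supply, the median log2 ratio was -0.11, with 2 above and 5 below NTG in both lines. Both subunits of glutamate-cysteine ligase were above. Those below included Ggct, an enzyme of glutathione breakdown, at -0.91 and Slc7a11, from dim spots, at -1.03. The median thus mixes genes of different function and does not by itself go against higher synthesis. The paper's own set of genes for this pathway was not used here.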

Other observations

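The genes of the adult contractile apparatus and calcium handling had a median log2 ratio of -0.29 over 23 genes, below all but 0.18% of random lists matched on signal, and -0.12 after loess, where it no longer stood apart (adjusted p = 0.33). By camera it did not pass (adjusted p = 0.064 with a preset correlation of 0.01 and adjusted p = 0.69 with an estimated correlation). Hrc, a calcium-binding protein of the sarcoplasmic reticulum, was at -1.42 ± 0.17, Atp2a2, which encodes SERCA2, at -1.29 ± 0.02 and Myh6 at -0.81 ± 0.25, while Kcnip2, a potassium channel subunit, was above NTG at 1.21 ± 0.13 (SD, n = 2 lines). Genes known to rise in the failing heart had a median of 0.29 (adjusted p = 0.014 among random lists and 0.16 by camera with a preset correlation of 0.01, and adjusted p = 0.69 with an estimated correlation), with 11 of 16 above and 4 below NTG in both lines. Nppb was at 1.27 ± 0.34 and Ankrd1 at 1.55 ± 0.75, Myh7 at 0.02 in L9 and 0.43 in L19, and Myot, the member furthest the other way, at -2.45 in L9 and -2.27 in L19. By RT-PCR in L9 hearts the paper reports higher Nppa, Nppb and Myh7 and lower Myh6 and Atp2a2 (Fig. 2f). For Myh7 the L9 array, at 0.02, did not show this. None of the genes named in this part passed limma's adjusted threshold over all genes. Among the subunits of respiratory complexes and ATP synthase, Atp5b was at -0.92 ± 0.15, Cox6a2 at -0.90 ± 0.05, Cox5b at -0.67 ± 0.07 and Ndufs4 at -0.65 ± 0.09.

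Of the other miR-143 targets the paper names, Igf1r was at a log2 ratio of 0.62 in L9 and 1.46 in L19, Osbpl8, which encodes ORP8, at 0.24 in L9 and 0.81 in L19, Mapk7, which encodes ERK5, at -0.38 in L9 and -0.04 in L19 and Atg2b, named there from earlier studies, at -0.26 in L9 and -0.09 in L19, the last 2 at 0.021 and 0.0019 after normexp. Of genes the paper assays by RT-PCR or Western blot, Nfe2l2 was at -0.02 in L9 and 0.20 in L19, Mapk8 at 0.13 in L9 and 0.22 in L19, and the reference genes Ywhaz and Gapdh at 0.26 ± 0.18 and 0.15 ± 0.15. Gsr, which encodes the glutathione reductase whose activity the paper assays, was at 0.61 in L9 and 0.36 in L19. No median of the following lists stood apart from random lists. It was -0.13 (10 genes) for antigen presentation, with H2-Aa at -1.04 ± 0.22, -0.03 (23 genes) for ubiquitin and muscle atrophy, with Hsp90aa1 at 0.97 ± 0.11, 0.21 (9 genes) for lymphocyte markers, with Cd3g at 1.51 ± 0.36 and Cd8b1 at 0.71 ± 0.08, -0.08 (10 genes) for smooth muscle and pericytes and 0.15 (5 genes) for skeletal muscle, and each of these medians but that of smooth muscle took the other sign after normexp, as did Cd3g and Cd8b1. In the unfolded protein response list Asns was at 0.81 ± 0.16 and Pdia6 at -0.68 ± 0.10, the adipocyte list held Retn at -0.90 ± 0.42, the atrial list Dkk3 at 0.87 in L9 and 0.87 in L19, and the endothelial list Vwf at -0.99 ± 0.01 (-0.33 after normexp) and Cdh5 at -0.78 ± 0.03. Erythroid markers had too few measured genes to describe. Among genes that differ between mouse strains, Glo1 was at 0.84 ± 0.06 and Nnt at 0.31 ± 0.35, and of the sex-linked genes Kdm5d was at -0.35 ± 0.27.

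Both tests in this paragraph were chosen after the values were seen. The ratios of L9 and L19 moved together across genes, with a Pearson correlation of 0.63 against 0.50 in simulations of unchanged mice that share 1 control and a covariance of 0.153 against 0.0883. The NTG RNA and the dye order are the same on both arrays, the spread of the control was not measured, and the controls could not be split, so part of the excess may come from them and an effect of the transgene cannot be told apart from a feature of that NTG RNA or from dye bias. Kap and Egf, known from kidney, were far below NTG in both lines. Of 18 other kidney transcripts listed, the 10 measured had a median of -0.30. It lay at the 2.85 percentile of random lists matched on signal, not adjusted over lists, and was -0.42 at the 0.91 percentile after loess. Another 2, Umod and Pdzk1, were above background in the NTG channel alone on both arrays and have only a bound. The log2 ratio was at most 0.33 in L9 and -0.08 in L19 for Umod, and at most -0.25 and -0.30 for Pdzk1. Detection in the NTG channel alone was common on these arrays, with 2545 of 23473 probes in L9 and 2492 in L19. These 2 transcripts thus do not decide the question. Kidney RNA in the NTG sample cannot be told apart from a difference in the hearts, and no biological explanation was tested.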
